# Shen-yuan-dan capsule inhibits METTL3-mediated m6A methylation to restore autophagy homeostasis and attenuate post-myocardial infarction heart failure

**DOI:** 10.3389/fphar.2026.1661745

**Published:** 2026-03-10

**Authors:** Shuaijie Guo, Siqi Chen, Changxu Xie, Sinai Li, Hongxu Liu, Lei Zhang, Weihong Liu, Mingxue Zhou

**Keywords:** autophagy, heart failure, myocardial infarction, N6-methyladenosine, Traditional Chinese medicine

## Abstract

**Background:**

Heart failure (HF) after myocardial infarction (MI) is a serious health issue. This study investigates the therapeutic effects of Shen-Yuan-Dan Capsule (SYD) on post-MI HF and explores its mechanisms, particularly involving m6A modification and autophagy.

**Methods:**

Network pharmacology and MeRIP-seq were used to predict potential targets. A murine model of post-MI HF was established by ligating the left anterior descending artery in C57BL/6J mice, which were treated with SYD for 6 weeks. Cardiac function, autophagy-related proteins, m6A methylation, and METTL3 levels were assessed. *In vitro*, H9c2 cardiomyocytes were treated with Phenylephrine (PE) and SYD for 24 h, and hypertrophic biomarkers, autophagy proteins, and m6A methylation were measured. METTL3-overexpressing H9c2 cells were also used to investigate SYD’s effects on gene expression.

**Results:**

*In vivo*, SYD treatment significantly improved cardiac function in MI mice, including reduced cardiac hypertrophy, enhanced ejection fraction and fractional shortening, and alleviated myocardial damage, fibrosis, and HF biomarkers. *In vitro*, SYD inhibited PE-induced hypertrophy in H9c2 cells, including a reduction in cell surface area and a decrease in hypertrophic biomarker levels. SYD also inhibited m6A methylation and METTL3 expression. In both MI mice and PE-treated H9c2 cells, SYD lowered m6A levels and METTL3 expression. Bioinformatics analysis identified autophagy-related signaling pathways. Electron microscopy and autophagy marker detection in myocardial tissue and H9c2 cells showed that SYD restored autophagy levels by regulating the mTOR/TFEB autophagy pathway. In METTL3-overexpressing H9c2 cells, SYD treatment reversed the hypertrophy induced by METTL3 overexpression.

**Conclusion:**

SYD alleviates post-MI HF by regulating the mTOR/TFEB autophagy pathway through inhibition of METTL3-mediated m6A modification.

## 1 Introduction

Heart failure (HF), a debilitating syndrome characterized by impaired cardiac output, imposes substantial global health burdens. Myocardial infarction (MI)-induced HF accounts for 10.7%–29.8% of cases within 5 years post-event, largely driven by maladaptive remodeling processes involving cardiomyocyte loss, fibrotic replacement, and progressive ventricular dysfunction (Heidenreich et al., 2022; Gerber et al., 2016; Prabhu and Frangogiannis, 2016). Although contemporary therapies have reduced acute mortality, persistent challenges remain in improving long-term survival and quality of life (Li J. et al., 2015).

Autophagy modulation has emerged as a pivotal therapeutic axis in post-MI HF pathogenesis (Zhang et al., 2022). MI leads to severe cardiac remodeling and the development of HF, during which the levels of autophagy within cardiomyocytes are changed (Kanamori et al., 2011). In addition, autophagy, as a highly conserved mechanism involving lysosome-mediated protein and organelle degradation, serves as a protective mechanism for myocardial cells against ischemic injury damage (Maejima et al., 2013). In this process, transcription factor EB (TFEB) is a pivotal protein that governs lysosomal biogenesis and exocytosis, facilitating the clearance of damaged cells under pathological conditions of MI (Medina et al., 2011). In addition, Mammalian target of rapamycin complex 1 (mTOR), as an upstream regulatory factor of autophagy, phosphorylates specific serine residues in TFEB and primarily influences the subcellular localization of TFEB, contributing to its regulation and acts as a negative regulator of this process (Puertollano et al., 2018; Sciarretta et al., 2014). Murine ischemia models demonstrate that mTOR/TFEB pathway modulation can rescue impaired autophagic flux (Gu et al., 2020). Consequently, modulating autophagic levels through the mTOR/TFEB pathway could emerge as a promising strategy for ameliorating post-MI HF.

Concurrently, epitranscriptomic regulation through N6-methyladenosine (m6A) modification has gained recognition in cardiac pathophysiology. As the predominant internal mRNA modification, m6A governs RNA metabolism through writers like Methyltransferase like 3 (METTL3) (Wu et al., 2020). METTL3 serves as an m6A methyltransferase, catalyzing the transfer of methyl groups onto the N6-adenosine of RNA, thereby modulating RNA methylation levels. Recent study showed that METTL3 also can inhibit TFEB-mediated autophagy in hypoxia/reoxygenation-treated cardiomyocytes (Son et al., 2019). In addition, alterations in m6A levels mediated by METTL3 play a crucial role in cardiac remodeling. Research has also indicated that knockout of METTL3 can promote myocardial cell regeneration in post-MI mice, thereby ameliorating pathological cardiac remodeling (Gong et al., 2021). These findings position METTL3/m6A modulation as a promising therapeutic target.

Given the therapeutic potential of these pathways, Shen-Yuan-Dan Capsules (SYD), a medication approved by the Beijing Municipal Drug Administration and used in clinical practice to treatment in patients with coronary heart disease-induced HF, comprises eight Chinese botanical drugs (*Astragalus mongholicus Bunge [Fabaceae; Astragali radix]*, *Codonopsis pilosula (Franch.) Nannf. [Campanulaceae; Codonopsis radix], Scrophularia ningpoensis Hemsl. [Scrophulariaceae; Scrophulariae radix], Salvia miltiorrhiza Bunge [Lamiaceae; Salviae miltiorrhizae radix et rhizoma], Corydalis yanhusuo (Y.H.Chou and Chun C. Hsu) W.T.Wang ex Z.Y.Su [Papaveraceae; Corydalis rhizoma], Pheretima aspergillum (E. Perrier) [Megascolecidae; Pheretima], Eupolyphaga sinensis Walker [Corydiidae; Eupolyphaga], Hirudo nipponica Whitman [Hirudinidae; Hirudo]*) with identified bioactive compounds including tetrahydropalmatine, harpagoside, salvianic acid A, salvianic acid B, and tanshinone IIA (Xiang et al., 2021; Li et al., 2021). Building upon our prior research findings, it has been demonstrated that SYD can ameliorate HF in zebrafish models by exerting anti-apoptotic and anti-inflammatory effects via activating ROS-induced NF-κB pathway (Li et al., 2021). In addition, our previous studies suggested that SYD inhibited foam cell formation by promoting autophagy via the inhibition of the PI3K/AKT/mTORC1 signaling pathway (Zhou et al., 2019). However, the mechanisms of SYD in the context of MI-induced HF remain unclear. This study integrates *in vivo* and *in vitro* approaches to investigate whether SYD ameliorates post-MI HF by regulating METTL3/m6A-dependent mTOR/TFEB-autophagy signaling.

## 2 Materials and methods

### 2.1 Drugs and reagents

SYD was provided by Beijing TCM Hospital (Beijing, China, Z20053327), and thestock liquor of 20 mg/mL was prepared with 0.5% carboxymethyl cellulose sodium (CMC-Na) before the experiment. SYD consists of eight botanical drugs: *Astragalus mongholicus* Bunge [Fabaceae; Astragali radix] (60 g), *Codonopsis pilosula* (Franch.) Nannf. [Campanulaceae; Codonopsis radix] (60 g), *Scrophularia ningpoensis* Hemsl. [Scrophulariaceae; Scrophulariae radix] (60 g), *Salvia miltiorrhiza* Bunge [Lamiaceae; Salviae miltiorrhizae radix et rhizoma] (60 g), *Corydalis yanhusuo* (Y.H.Chou and Chun C. Hsu) W.T.Wang ex Z.Y.Su [Papaveraceae; Corydalis rhizoma] (40 g), *Pheretima aspergillum* (E. Perrier) [Megascolecidae; Pheretima] (40 g), *Eupolyphaga sinensis* Walker [Corydiidae; Eupolyphaga] (24 g), and *Hirudo nipponica* Whitman [Hirudinidae; Hirudo] (24 g). All botanical drugs were obtained from the Pharmacy of Beijing Hospital of Traditional Chinese Medicine (Beijing, China) and comply with the standards of the *Pharmacopoeia of the People’s Republic of China* (2020 Edition). The materials were authenticated by Professor Jiankun Wu (Pharmacy Department of Beijing TCM Hospital). Voucher specimens (No. Z20233327]) have been deposited in the Beijing Institute of Chinese Medicine.

To ensure chemical consistency, the SYD extract was characterized using ultra-high-performance liquid chromatography-tandem mass spectrometry (UPLC–MS/MS) on a Waters system with a HESI-II probe, Separation was performed on an Acquity UPLC HSST3 column (1.8 μm × 2.1 mm × 100 mm) at 45 °C, using a mobile phase of 0.1% formic acid in water (A) and 0.1% formic acid in methanol (B) with a flow rate of 0.3 mL/min. The HESI-II spray voltages were 3.7 kV (positive) and 3.5 kV (negative), with a vaporizer temperature of 320 °C. Data acquisition was processed via Waters Masslynx 4.1. The representative total ion chromatograms (TIC) and identified metabolites are provided in Supplementary Figure S1.

The botanical drugs were mixed and soaked in distilled water for 1 h, followed by boiling for 1 h and filtration. The residue was decocted again with distilled water for 30 min and filtered. The two extracts were combined, concentrated to 100 mL, and clarified. The supernatant was collected, pre-frozen at −80 °C, and freeze-dried using a vacuum freeze-dryer. The total weight of the starting botanical drugs was 368 g. After the extraction and lyophilization process, 68 g of freeze-dried powder was obtained. The final drug-extract ratio (DER) was 5.41:1, corresponding to a yield of 18.48% (w/w). The freeze-dried powder was stored in a desiccator at room temperature. Sacubitril/valsartan sodium tablet (SVST) (Lot #H20170363), was purchased from Novartis Singapore Pharmaceutical Manufacturing Private. Ltd. (Beijing, China).

Isoflurane (R510) was purchased from RWD Life Science Co., Ltd. (Shenzhen, China). PE (S2569) was purchased from Slleck (Houston, United States). Dulbecco’s modified Eagle’s medium (DMEM) (SH30243.01) was purchased from Hyclone (Utah, United States). Fetal bovine serum (10091-148), penicillin-streptomycin (15140122), 0.25% Trypsin-EDTA (25200056), BCA Protein Assay Kit (23225) and TRIzol (15596026CN) were purchased from Thermo fisher (Massachusetts, United States). The ELISA-kit of BNP(LV20905), β-MHC (LV20784), TGF-β1 (LV20903), ANP (LV20904) and NTpro-BNP (LV30938) were purchased from Animal union Biotechnology Co., Ltd (Shanghai, China). Cell Counting Kit-8 (CK04) was purchased from Dojindo North. (Beijing, China). Paraformaldehyde, 4% (P1110), Hematoxylin-Eosin (H&E) Stain Kit (G1120), Modified Masson’s Trichrome Stain Kit (G1346), Triton X100 (IT9100), RIPA buffer (R0010), Protein Phosphatase Inhibitor (P1206), Methylene Blue Solution, 0.2% (G1301), Glutaraldehyde (P1127) were purchased from Solarbio (Beijing, China). Alpha Actin Polyclonal antibody (23660-1-AP), CoraLite488-conjugated Goat Anti-Rabbit IgG (H + L) (SA00013-2), m6A Monoclonal antibody (68055-1-Ig), Goat serum (B900780), Prestained Protein marker (PL00001), Extra Range Prestained Protein Marker (PL00003), Beta Tubulin Polyclonal antibody (10094-1-AP), HRP-conjugated Affinipure Goat Anti-Mouse IgG (H + L) (SA00001-1), HRP-conjugated Affinipure Goat Anti-Rabbit IgG (H + L) (SA00001-2) were purchased from Proteintech (Wuhan, China). LC3A/B Rabbit mAb (12741), SQSTM1/p62 Rabbit mAb (23214), Beclin-1 Rabbit mAb (3495), Phospho-mtor (Ser2448)Rabbit mAb (5536), Phospho-TFEB (Ser211) (E9S8N) Rabbit mAb (37681)TFEB Rabbit mAb (32361), METTL3 Rabbit mAb (96391), GAPDH Rabbit mAb (97166) were purchased from Cell Signaling Technology (Massachusetts, United States).

### 2.2 Animals

Six-week-old male C57BL/6 mice (weighing 21–23 g) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). During the feeding period, mice were kept under a 12-h alternating light cycle (8:00-20:00), with room temperature maintained at approximately 23 °C and humidity kept between 30% and 40%. Free access to food and water was provided throughout the experiment. All mice were reared in the animal room for 2 weeks and then used for subsequent animal experiments. All the animal experiments in this study were approved by the Animal Ethics Committee of the Beijing Institute of Traditional Chinese Medicine (No. BJTCM-M-2024-09-04).

### 2.3 Animal modelling, grouping and pharmacological treatments

The left anterior descending coronary artery (LAD) ligation was performed to establish the MI-induced HF model following the methods in our previous study (Li et al., 2023). Briefly, anesthetized mice were attached to an animal ventilator, a left thoracotomy was conducted, and the LAD was occluded by ligating the left ventricle 1–1.5 mm from the left atrial appendage with 6/0 silk yarn. Mice in the Sham group were subjected to the same thoracotomy without ligating the LAD. During the operation, the white of left ventricular anterior wall can be used as an important indicator to evaluate the success of the operation. Finally, the ST segment elevation greater than 0.2 mV indicates the success of myocardial infarction model.

The mice were randomly allocated into six groups: sham, model, low-dose SYD (SYD-L), medium-dose SYD (SYD-M), high-dose SYD (SYD-H), and positive control (SVST).

After surgery, the mice on the SYD-L group, SYD-M group, and SYD-H group were treated with 0.3, 0.6, and 1.2 g/kg/d of SYD by gavage, respectively. The dosage of SYD-M is converted according to the 9.1 conversion factor according to the clinical recommend dose (4.2 g/day) of adult daily medication (Li et al., 2022). The mice on the SVST group were treated 60 mg/kg/d of SVST (Liu et al., 2021). The Sham and Model groups were administered the equal amounts of 5% CMC-Na. All mice received corresponding drug intervention for 6 weeks.

### 2.4 Cells

Embryonic rat cardiomyocyte cell line (H9c2 cells, obtained from the Cell Resource Center of the Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences, China) were maintained at 37 °C in a humidified atmosphere containing 5% CO2. The culture medium consisted of DMEM, 10% fetal bovine serum, 100 μg/mL penicillin, and 100 μg/mL streptomycin. Lentiviral vectors were constructed by Beijing XBHCbio Co (Beijing, China) and used to overexpress METTL3 in H9c2 cells. The lentivirus for overexpressing METTL3 (OE-METTL3) and the negative control lentiviral vector were prepared and titrated to 5 × 10^8^ TU/mL.

### 2.5 Cells modelling, grouping and treatments

The H9c2 cell hypertrophy model was constructed by inducing PE (50 μM) for 24 h (Chen et al., 2024). The cell hypertrophy model evaluates the success of the model by increasing the cell surface area.

Weigh 0.1 g of SYD freeze-dried powder and dissolve it in 10 mL of DMEM. Vortex thoroughly and filter the solution using a 0.22 μm filter to obtain a sterile stock solution of SYD freeze-dried powder. Prior to the experiment, dilute the stock solution to the desired concentration.

The experimental cell treatments were as follows: Control group (no intervention), Model group (induced with 50 μM PE for 24 h), SYD-L group (treated with 0.5 mg/mL SYD with 50 μM PE for 24 h), SYD-M group (treated with 1 mg/mL SYD with 50 μM PE for 24 h) and SYD-H group (treated with 2 mg/mL SYD with 50 μM PE for 24 h).

Blank group, Negative vector control group (VE-C) and Overexpression-METTL3 control group (OE-C) treated with no intervention; Negative vector model group (VE-M) and Overexpression-METTL3 model group (OE-M) treated with 50 μM PE for 24 h; Negative vector SYD group (VE-S) and Overexpression-METTL3 SYD group (OE-S) treated with 1 mg/mL SYD with 50 μM PE for 24 h.

### 2.6 Echocardiographic analysis

On 6 weeks after surgery, the mice were anesthetized with 1.5% isoflurane and echocardiography was conducted with a Vevo 3100 Imaging System (Visual Sonics Inc, Canada). Briefly, an MI-mode echocardiogram was used to analyze cardiac function indicators, including left ventricular ejection fraction (EF), left ventricular fractional shortening (FS), left ventricular internal dimension at end-diastole (LVIDd), and left ventricular internal dimension at end-systole (LVIDs).

### 2.7 Histological examination

On 6 weeks after surgery, mouse hearts were removed and fixed in 4% paraformaldehyde for 24 h. The hearts were then dehydrated, embedded in paraffin, and sectioned for 5 μm. Masson’s trichrome staining was used to examine cardiac fibrosis. H&E staining was used to explore basic pathological changes. After staining, sections were observed and photographed under a digital pathology slide scanner (Aperio CS2, Leica, Germany).

### 2.8 ELISA

The mouse serum or H9c2 cardiomyocyte culture supernatants were collected and used to measure protein levels of specific biomarkers using ELISA kits according to the manufacturer’s instructions. Briefly, samples and standards were added to 96-well plates pre-coated with capture antibodies. The plates were incubated at room temperature for 1–2 h, followed by washing to remove unbound components. Next, detection antibodies were added and incubated, followed by the addition of enzyme-linked secondary antibodies. After thorough washing, a substrate solution was applied to develop the color reaction. The reaction was stopped using a stop solution, and absorbance was measured at 450 nm using a microplate reader. The concentration of the target protein was calculated based on the standard curve.

### 2.9 Transmission electron microscope (TEM)

Heart tissues or H9c2 cells were removed and immediately washed with PBS. After fixation with electron microscope solution for 3 h, fixation with PBS containing 1% osmic acid for 2 h, dehydration was carried out in gradient ethanol. Finally, it was embedded and sliced by an embedding agent, uranium-lead double dyeing, and observed by TEM.

### 2.10 Western blotting

Heart tissues or H9c2 cells were homogenized in radio-immunoprecipitation assay lysis buffer, and total protein concentrations were determined by using a bicinchoninic acid protein assay kit. Equal amounts of protein extracts were separated using 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis. Proteins were then transferred to methanol-preactivated polyvinylidene difluoride membranes. Membranes were then blocked with 5% skim milk for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. After washing with TBS-T, membranes were incubated with a horseradish peroxidase-conjugated secondary antibody for 1 h at room temperature. Finally, proteins were visualized using an enhanced chemical luminescent system (Pierce Biotechnology, Inc., Rockford, United States), and bands were imaged using a chemiluminescence imaging system.

### 2.11 Dot-blotting

After the total RNA was extracted from the mice heart tissue or H9c2 cells, 2ul of total RNA was added to the NC membrane in a unified concentration. Crosslinking 1 h under 254 nm UV lamp. Overnight incubation using 0.1% m6A antibody following closure with TBST containing 5% skim milk powder. The next day, imaging was performed using chemiluminescence.

### 2.12 Cell viability

Cell viability was detected by using the CCK-8 assay kit. Briefly, H9c2 cells were seeded at a density of 1 × 10^6^ cells per well in a 96-well plate and incubated overnight to allow for adherence. Subsequently, H9c2 cells were treated with varying concentrations of PE (0, 25, 50, 100, and 200 μmol/L) and SYD (0, 1, 2, 3, 4, 5, and 6 mg/mL) for 24 h. After treatment, CCK-8 solution was added, and the H9c2 cells were incubated at 37 °C for 1 h. The absorbance at 450 nm was measured using a microplate reader, and cell viability was calculated accordingly.

### 2.13 Immunofluorescence

Cells were fixed, permeabilized, and blocked, followed by incubation with an α-actin antibody overnight at 4 °C. The next day, cells were incubated with a fluorescently labeled secondary antibody for 1 h. A mounting medium containing DAPI was added to prevent fluorescence quenching. The cells were then examined using an inverted immunofluorescence microscope.

### 2.14 Real-time quantitative PCR

Total RNA was extracted from experimental cells using TRIzol reagent. The extracted RNA was then reverse transcribed into cDNA using the HiScript III 1st Strand cDNA Synthesis Kit (+gDNA wiper). The mRNA levels of METTL3, mTOR, and TFEB were quantified using the SYBR Green I incorporation method. The reaction program was set as follows: Initial Denaturation: 95 °C for 10 min. Amplification Cycles (45 cycles): Denaturation: 95 °C for 15 s. Annealing: 60 °C for 60 s. Melting Curve Analysis: 95 °C for 15 s. Cooling to 60 °C for 1 min. Heating to 95 °C for 30 s. Fluorescence readings were recorded. GAPDH was used as the internal control. The relative mRNA expression levels were determined using the 2^−ΔΔCT^ method. Primer sequences are listed in Table 1.

**TABLE 1:** Primers for RT-qPCR.

Gene	Primer sequence (5′to 3′)	Gene	Primer sequence (5′to 3′)
METTL3	ATG​ACG​CAC​ATC​CCA​CTC​T	mTOR	ACA​AGA​ATG​GTG​CCG​AAA​G
	GCTCTGCACGCCGTTTCT		TGGCTGGTTGGGGTCA
TFEB	TGCCCTGCCGACCTGACT	GAPDH	CGTATCGGACGCCTGGTT
	CTT​TCT​TCT​GCC​GTT​CCT​T		AGG​TCA​ATG​AAG​GGG​TCG​TT

### 2.15 m6A MeRIP-Seq

The m6A MeRIP-Seq service was provided by CloudSeq Inc. (Shanghai, China). Total RNA was subjected to immunoprecipitation with the GenSeq® m6A MeRIP Kit (GenSeq Inc.) by following the manufacturer’s instructions. Briefly, RNA was randomly fragmented to ∼200 nt by RNA Fragmentation Reagents. Protein A/G beads were coupled to the m6A antibody by rotating at room temperature for 1 h. The RNA fragments were incubated with the bead-linked antibodies and rotated at 4 °C for 4 h. After incubation, the RNA/antibody complexes were washed for several times, and then, captured RNA was eluted from the complexes and purified. RNA libraries for IP and input samples were then constructed with GenSeq® Low Input Whole RNA Library Prep Kit (GenSeq, Inc.) by following the manufacturer’s instructions. Libraries were qualified using Agilent 2100 bioanalyzer (Agilent) and then sequenced.

Raw reads (Raw Data) are generated after sequencing on a sequencer, image analysis, base identification and QC. Q30 was first used for quality control. Then, cutadapt software (v1.9.3) was used to remove splice information and remove low quality reads to obtain high quality clean reads. The clean reads were matched to the reference genome using Hisat2 (v2.0.4). Methylated genes in each sample were then identified using MACS (1.4.2). Differential methylation gene identification was performed using diffReps (1.55.6). The peaks located mRNA were screened using our own programs and annotated accordingly.

### 2.16 Network pharmacology analysis

Drug ingredients were obtained from TCMSP database and previous literature. Search for drug ingredient targets through HERB and SwissTargetPrediction databases. Relevant HF targets were collected through GeneCard, DISGENET and TTD databases. Finally, the “Botanical drug-Ingredient-Target network” was constructed by cytoscape 3.7.0. The core targets were imported into David database for KEGG and GO enrichment analysis.

### 2.17 Statistical analysis

Quantitative data are expressed as mean ± SEM. Data were statistically analyzed using Graphad Prism 9.5 software, and Ordinary one-way ANOVA was used for three or more groups, and then Tukey’s multiple comparison test was conducted. P<0.05 was considered statistically significant.

## 3 Results

### 3.1 SYD attenuates cardiac remodeling and restores cardiac function in MI mice

*In vivo*, we established a murine MI model through permanent left anterior descending (LAD) coronary artery ligation. Six-week pharmacological intervention revealed cardioprotective effects of SYD. Initial evaluation of cardiac remodeling indices demonstrated that MI mice exhibited significantly elevated heart weight-to-body weight (HW/BW), heart weight-to-lung weight (HW/LW), and heart weight-to-tibia length (HW/TL) ratios compared to sham controls (Figures 1A–D), indicative of pathological cardiac enlargement. These ratios were substantially normalized by medium/high-dose SYD and SVST treatment. Echocardiographic assessment revealed deteriorated systolic function in MI mice (Figure 1E), characterized by reduced ejection fraction (EF) and fractional shortening (FS), along with increased left ventricular internal diameter during systole (LVIDs). Remarkably, SYD medium/high doses and SVST significantly ameliorated these functional impairments (Figures 1H–K). Histopathological analysis via hematoxylin-eosin (HE) and Masson’s trichrome staining demonstrated extensive myocardial necrosis, interstitial edema, inflammatory infiltration, and collagen deposition in MI mice, which were mitigated by SYD and SVST treatments (Figures 1F,G). ELISA quantification of serum biomarkers associated with HF and remodeling including B-type natriuretic peptide (BNP), β-myosin heavy chain (β-MHC), and transforming growth factor-β1 (TGF-β1) revealed significant reductions in SYD-M, SYD-H, and SVST groups compared to MI controls (Figures 1L–O). Collectively, these findings substantiate SYD’s therapeutic potential in ameliorating post-MI cardiac remodeling and functional deterioration.

**FIGURE 1:**
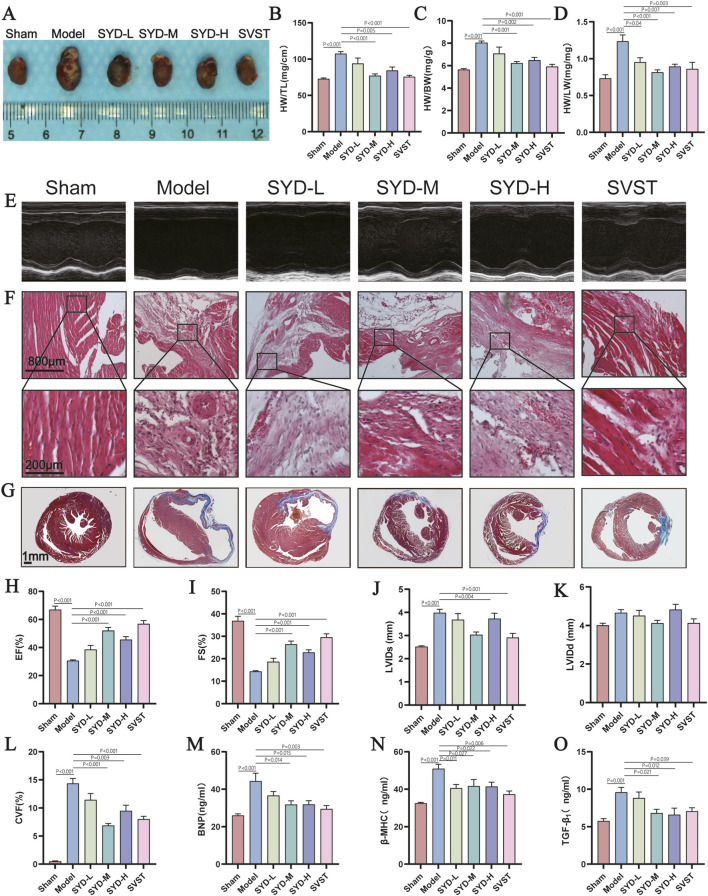
SYD inhibited myocardial remodeling and improved cardiac function in mice with post-MI HF. **(A)** Representative images of cardiac morphology for mice in each group at 6 weeks post-surgery. **(B–D)** Levels of HW/BW, HW/LW, and HW/TL ratios in mice from each group. (n = 10). **(E)** Typical echocardiographic images of mice from each group at 6 weeks post-surgery. **(F,G)** Representative micrographs of HE and Masson staining in different groups. **(H–K)** Statistical graphs of EF, FS, LVID, and LVIDd for mice in each group. (n = 10). **(L)** Collagen volume fraction. **(M–O)** Levels of BNP, β-MHC, TGF-β1 in the serum of mice from different groups. (n = 6). All column diagram data are shown as mean ± SEM. SYD-L: Low-dose SYD group; SYD-M: Medium-dose SYD group; SYD-H: High-dose SYD group; Sacubitril/valsartan sodium tablet positive control (SVST).

### 3.2 SYD promotes autophagy and inhibits m6A methylation in MI mice

After confirming the anti-HF effects of SYD in MI mice, we screened the drug concentrations of PE (50 μM) and SYD (0.5/1/2 mg/mL) through CCK-8 assays to determine the intervention doses, which were used to induce hypertrophy in H9c2 cells and anti-hypertrophy (Figures 2A–C). Immunofluorescence staining of α-actin in H9c2 cells was performed to measure the cell surface area, which showed a significant reduction in cell size after SYD intervention (Figures 2D,E). ELISA quantification of hypertrophic biomarkers (β-MHC, BNP, NT-proBNP, ANP) in the culture supernatant indicated that SYD treatment decreased the levels of these markers (Figures 2F–I). Collectively, these results demonstrate that SYD can suppress PE-induced cardiomyocyte hypertrophy.

**FIGURE 2:**
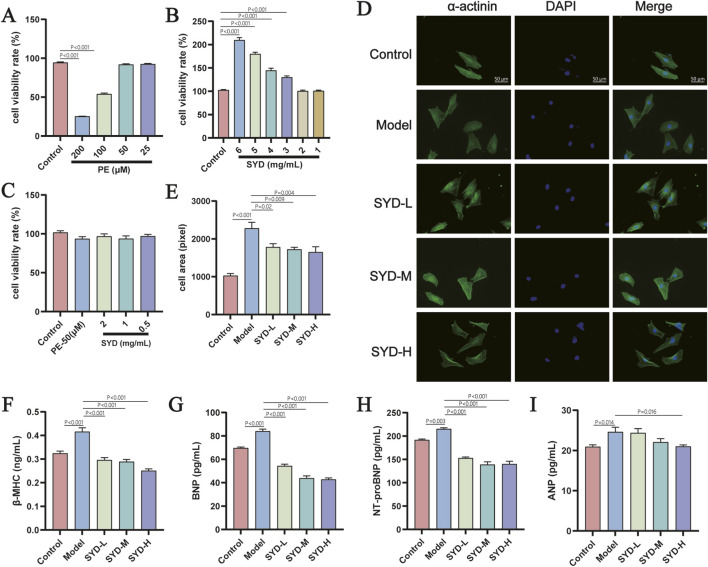
SYD inhibits PE-induced hypertrophy of H9c2 cardiomyocytes. **(A)** Cell viability rate of H9c2 cells under gradient metric PE intervention (n = 6). **(B)** Cell viability rate of H9c2 cells under gradient metric SYD intervention (n = 6). **(C)** Cell viability rate of H9c2 cells under gradient metric PE and SYD intervention (n = 6). **(D)** Immunofluorescence staining of α-actinin. **(E)** cell area of each group (n = 4), Scale bars, 50 μm. **(F–I)** The content of hypertrophy markers (β-MHC, BNP, NT-proBNP, ANP) in the supernatant of H9c2 cells in each group (n = 8). All column diagram data are shown as mean ± SEM. SYD-L: Low-dose SYD group; SYD-M: Medium-dose SYD group; SYD-H: High-dose SYD group.

### 3.3 SYD modulates m6A methylation via METTL3 regulation

Having clarified the therapeutic effects of SYD on post-MI HF mice and hypertrophic cardiomyocytes, we proceeded to investigate its underlying mechanisms. Dot blot and immunoblot analyses demonstrated elevated myocardial m6A levels and METTL3 expression in post-MI HF mice, which were reversed by SYD treatment (Figures 3A–D). Consistently, SYD normalized PE-induced m6A hypermethylation and METTL3 upregulation in H9c2 cells (Figures 3E–H). 

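m6A on mRNA was mapped by MeRIP-seq in H9c2 cells, a line derived from embryonic rat heart. The method breaks RNA into fragments, captures those that an antibody against m6A binds (IP) and compares their reads with those of the fragments before capture (input). The Control group was untreated, and the Model group received 50 μM phenylephrine (PE), an agonist of α1-adrenergic receptors that makes heart muscle cells grow. The SYD group received PE and SYD, with 3 replicates per group and a treatment of 24 h. The dose of SYD is 2 mg/mL in the sample labels, which name the group SYD-H, and the paper's methods give the same dose for SYD-H, while the description of the series gives 1 mg/mL. The 18 sequenced samples, an IP and an input for each replicate, led to 9 deposited lists of peaks located on mRNA. The authors trimmed the reads with cutadapt 1.9.3, aligned them with HISAT2 2.0.4 to the rat genome build rn6, called peaks for each replicate with MACS and kept those on mRNA. Each peak carries the authors' score, 10 times the negative log10 of its p-value, and the fold enrichment of IP over input. The lowest score in the lists was 20.0, and the deposited FDR was 100 percent for every peak, so it was not used. The lists held 5556, 3629 and 4245 peaks in the Control libraries, 4476, 2883 and 4187 in the Model libraries and 2508, 2691 and 2786 in the SYD libraries, in the order of the replicate numbers. Read numbers are not part of the lists, so the depth behind each peak is unknown and no interval for counting error is given. Peaks of the 9 lists that overlapped by at least 1 base were merged into 9022 sites in 4846 genes, and a site was called present in a library whose list holds a peak there. A site absent from a list was not called in that library, which does not show that its RNA lacked m6A. The lists hold no RNA abundance, so changes in m6A and changes in the amount of an RNA were not separated. Positions are 1-based on rn6.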

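Part of the m6A sites was common to every library of the H9c2 cells. Transcripts with a peak in all 9 libraries included those of the m6A writer subunit Zc3h13, the eraser Alkbh5 and the reader Ythdc1, of the autophagosome protein gene Map1lc3b and the autophagy receptors Optn and Calcoco1, and of Akt1s1 and Pik3r1, which act on mTOR signaling. These genes are members of lists fixed before the data were examined and were picked as examples after their values were seen. In total, 917 sites (10.2% of all sites) had a peak in every library and 3005 (33.3%) in a single library. The SYD libraries had the fewest peaks, 2662 ± 141 (SD, n = 3), against 3849 ± 849 (SD, n = 3) in the Model group and 4477 ± 984 (SD, n = 3) in the Control group. Every SYD library was below every Model library, with a ratio of Model to SYD of 1.45 (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). Control and Model libraries overlapped, with a ratio of 1.16 (two-sided exact permutation test, p = 0.50). The number of genes with a peak was 2899 ± 553 (SD, n = 3) in Control, 2562 ± 470 (SD, n = 3) in Model and 1896 ± 108 (SD, n = 3) in SYD libraries. The difference among the 3 groups did not pass the threshold of 0.05 for peaks (exact permutation of the F statistic over all assignments of the libraries, p = 0.0964) or for genes (same exact test, p = 0.0929). By the Jaccard index, the share of their joint sites that a pair of libraries has in common, Control and Model libraries had a mean of 0.457, Control libraries among themselves 0.455, Model and SYD libraries 0.411 and SYD libraries among themselves 0.437. The groups accounted for 29.8% of the variation in Jaccard distance (exact permutation test of the distances over 280 partitions, p = 0.0929). Partitions made without regard to group also account for part of this variation, and the p sets the share against them. For pairs of groups, the share was 18.4% for Control and Model (same exact test over 10 splits, p = 0.80). It was 24.6% for Model and SYD and 28.8% for Control and SYD (same exact test, p = 0.10 each, the smallest that 10 splits allow). Single libraries decide the side of the threshold: the exact p for peaks was 0.0393 without Control replicate 2 and 0.0357 without Model replicate 2, and that for the Jaccard distance 0.0464 without Model replicate 2. For the Jaccard distance, which depends on list length, the exact p was 0.0357 with peaks of a score of at least 50 alone and 0.250 with lists of equal length.

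**Figure D1:**
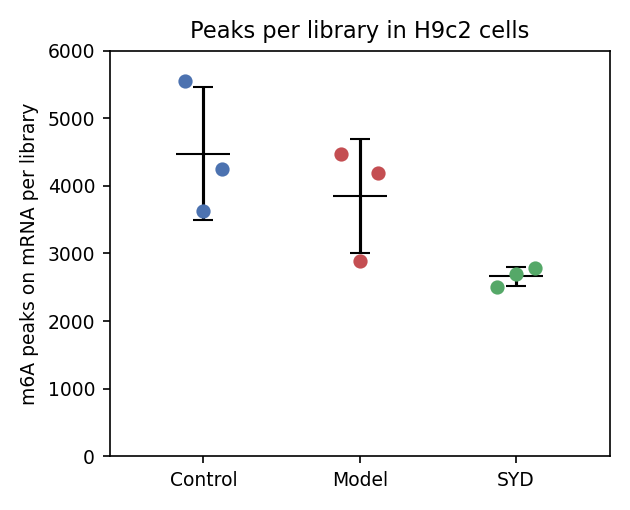
Number of m6A peaks on mRNA (y axis, peaks per library) in Control, Model and SYD libraries of H9c2 cells (x axis). Points are libraries, wide lines the group means and bars the SD (n = 3); the SYD libraries lie between 2508 and 2786 and the lowest Model library is at 2883.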

Methylated RNA immunoprecipitation sequencing (MeRIP-seq) identified differential m6A peak distribution among control, PE-induced, and SYD-treated groups. Motif analysis confirmed conserved RRACH sequences (R = purine, A = m6A, H = non-guanine) across groups with intergroup variations (Figure 3I). 

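There were 55 sites present in all Control and all Model libraries and in no SYD library, among them sites in Ppargc1b, a coactivator of mitochondrial genes, and Lmnb1, which encodes a lamin of the nuclear envelope. No site (0) was present in all SYD libraries and absent from all others. A further 42 sites were present in all Control libraries and in none of the other groups, among them sites in Pdgfa, a growth factor, Tbx18, a transcription factor of heart development, and Cttn, which binds actin. The opposite pattern, in which all Model and all SYD libraries and no Control library held the site, was limited to 1 site, in Clip2, a microtubule-binding protein gene (chromosome 12, 25208853 to 25209050). Apart from Clip2, these genes were picked as examples after their values were seen. The counts of these patterns depend on list length, and the SYD lists were the shortest. They were not set against shuffled data. For sites in all Model and no SYD libraries, matrices shuffled with the sites per library and the libraries per site kept gave a mean of 124.7 (149 found). In the opposite direction these matrices gave 7.87 (9 found). With a site counted for a group when at least 2 of its 3 libraries held it, there were 3976 sites in the Control, 3440 in the Model and 2310 in the SYD group. Control and Model shared 2778 sites, which are 69.9% of the Control and 80.8% of the Model sites. Model and SYD shared 1957 sites, 56.9% of the Model and 84.7% of the SYD sites. These counts join the libraries of a group, so no test was made on them, and they move with the rule for joining: a site present in any library gives 7245, 6283 and 4397 sites, and a site present in all libraries of a group 2197, 1816 and 1273, for Control, Model and SYD. With lists of equal length, the counts were 2244 in Control, 2247 in Model and 2181 in SYD.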

Comparative analysis revealed 7,254 vs. 6,290 m6A peaks between control and model groups (4,947 shared), and 6,288 vs. 4,400 peaks between model and SYD groups (3,565 shared) (Figure 3J). Metaplot analysis showed distinct 5′UTR methylation patterns across groups (Figure 3K), with peak distribution differences in coding sequences (CDS) and start/stop codon regions (Figure 3L). These findings establish SYD-mediated regulation of differential m6A methylation landscapes.

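The number of genes with a peak in each functional list was compared per library, for 16 lists in which 232 of 608 gene symbols had a peak in any library. Autophagy genes with a peak numbered 12.7 ± 3.21 (SD, n = 3) in Control, 10.3 ± 5.51 (SD, n = 3) in Model and 6.33 ± 1.53 (SD, n = 3) in SYD libraries (exact permutation of the F statistic, adjusted p = 0.629). The mTOR signaling list had 14.0 ± 3.46, 13.3 ± 4.04 and 11.0 ± 2.00 genes with a peak (SD, n = 3 each, same exact test, adjusted p = 0.965), and the list of the TFEB family and lysosomal genes 5.00, 5.67 and 4.67 on average. Of the writers, erasers and readers of m6A, 11.3, 11.3 and 10.3 genes on average had a peak in Control, Model and SYD libraries. The lowest p belonged to genes of the unfolded protein and oxidative stress responses, with 11.7, 10.3 and 7.00 genes on average (exact permutation test, n = 3 per group, p = 0.0321, adjusted p = 0.438). Chromatin regulators averaged 31.3, 29.0 and 24.0 genes, Notch signaling genes 13.7, 10.0 and 8.67, and genes of hypertrophy and adrenergic signaling 15.3, 12.7 and 11.3. Immediate early and MAPK genes averaged 12.7, 11.3 and 11.0, and cell cycle genes 7.33, 8.00 and 6.67. Genes of muscle structure averaged 5.00, 5.00 and 4.67, and apoptosis and NF-kB genes 2.67, 2.67 and 1.67. Genes of the extracellular matrix and of TGF-β signaling averaged 12.7 in Control and 13.7 in both other groups, while fewer genes in total had a peak in the SYD libraries. Of 45 ribosomal protein genes 0 had a peak in any library, of 37 genes of oxidative phosphorylation 3 had one, and of 27 marker genes of other cell types 2. At an adjusted p under 0.05, 0 of the 16 lists differed among the groups by the exact permutation test, and 1 did at an unadjusted p under 0.05. The smallest p of this exact permutation test is 0.00357, which for 1 list alone adjusts to 0.0571 over the 16 lists. No list could therefore pass by itself. From the peak numbers together with the motif, metagene and region results of Figures 3I–L, the paper concludes that SYD regulates a differential m6A landscape.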

**FIGURE 3:**
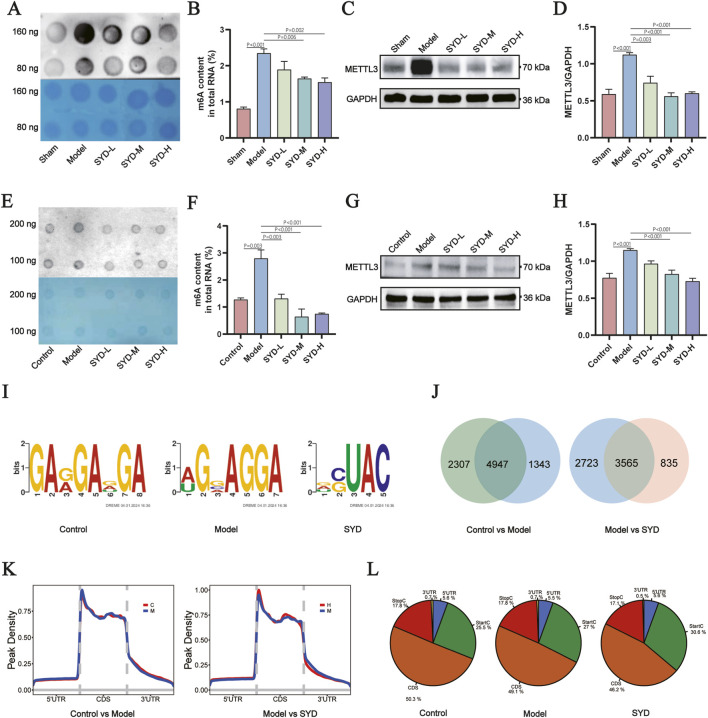
The effect of SYD on m6A methylation both *in vitro* and *in vivo*. **(A,B)** Representative dot-blot images and m6A methylation levels of total RNA in the hearts of mice in each group (n = 3). **(C,D)** Representative WB images of whole-cell cardiac homogenates for METTL3. Quantitative analysis of METTL3 normalized to GAPDH (n = 3). **(E)** Representative dot-blot images and m6A methylation levels of total RNA in the H9c2 in each group. **(F)** Quantitative analysis of m6A normalized to total RNA (n = 5). **(G)** Representative WB images of H9c2 for METTL3. **(H)** Quantitative analysis of METTL3 normalized to GAPDH (n = 5). **(I)** The analysis of motif. **(J)** Veen plot of peak counts between control group, model group, and SYD group. **(K)** Methylation density in the metagene region. The X-axis represents positional information, while the Y-axis represents peak density. **(L)** Coordinate information of each peak group and corresponding reference genome annotation files. All column diagram data are shown as mean ± SEM. SYD-L: Low-dose SYD group; SYD-M: Medium-dose SYD group; SYD-H: High-dose SYD group.

### 3.4 Bioinformatics analysis SYD’s therapeutic targets and pathways

To systematically explore the pharmacological basis of SYD in treating post-MI HF and identify potential targets regulated by m6A modification, we performed an integrative analysis of MeRIP-seq data and network pharmacology. Differential m6A methylation analysis identified 638 DMGs between the Model and Control groups, and 767 DMGs between the Model and SYD groups (Figure 4A), with 139 overlapping genes identified as potential key targets mediating the cardioprotective effects of SYD (Figure 4B). 

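Sites that separated the groups, present in all 3 libraries of one group and in none of the other, numbered 84 between Control and Model and 158 between Model and SYD. Control held 69 of the 84, in 67 genes, and those with the highest lowest score over the 3 libraries lay in Tnc, the gene of the matrix glycoprotein tenascin C (chromosome 5, 79846787 to 79848196), and in Tet3, a DNA demethylase gene. The next were in Nol7, Tmem243, the spectrin gene Sptbn1, the growth factor receptor gene Igf1r, the importin gene Ipo13, Pitpnm2, the fatty acid desaturase gene Fads2 and the ATPase gene Ruvbl2. Control also held sites in Stk11, which encodes the kinase LKB1 upstream of AMPK, in the chromatin genes Chd7 and Smarcc1, and in Tgfbr2 and Col4a2 of the TGF-β and matrix list. Model held 15 sites, led by Rassf8 (chromosome 4, 180130006 to 180130895), with scores of 782, 201 and 799 in the Model libraries. The next 9 in the same order were in LOC100359583, the transcription factor gene Stat6, Wdr91, Clip2, Zfp169, Ocel1, LOC100909679, the myosin heavy chain gene Myh4 and the pacemaker channel gene Hcn2. Between Model and SYD, Model held 149 sites in 147 genes, with the highest lowest scores in Fam193a, Phf13, Ccdc112, the centrosome gene Pcnt, Myh4, the growth factor gene Hdgf, the helicase gene Ddx27, Zmynd8, the kinase gene Tlk1 and the seryl-tRNA synthetase gene Sars. They included Nfe2l2 and Hmox1 of the oxidative stress response and Dnmt1, Smarcc1 and Crebbp among chromatin regulators. Model also held sites in Rragd and Fnip2, which act on mTORC1 at the lysosome, and Myc, Spen and Col5a1. SYD held 9 sites, in the receptor gene Tgfbr2, Ipo13, Impad1, Fads2, the collagen gene Col4a2, the laminin gene Lamc1, Rin3, LOC100294508 and Snx4. In both comparisons, 16 genes had such a site, namely Adgrl1, Clasrp, Col4a2, Eif4g3, Fads2, Gtpbp3, Hcn2, Ipo13, LOC100359583, Myh4, Rexo4, Smarcc1, Snx4, Tgfbr2, Tiam1 and Zfp169, of which Adgrl1, Clasrp, Eif4g3, Gtpbp3, Rexo4 and Tiam1 lie outside the rule for named genes and were named after their values were seen. A single site at 3 libraries against 0 has a two-sided Fisher's exact p of 0.10. The number of sites was therefore set against 1000 matrices shuffled with the sites per library and the libraries per site kept. These gave 75.4 ± 7.91 (SD) Control-held and 20.9 ± 4.41 Model-held sites between Control and Model. Between Model and SYD they gave 124.7 ± 9.82 Model-held and 7.87 ± 2.85 SYD-held sites, and 12 matrices reached the Model-held count of the data. Of 2049 genes tested in both comparisons, 43 had a separating site in the first and 155 in the second, of which independent lists would share 3.25. Shuffled matrices (100), which keep the Model libraries in common, gave a mean of 16.2 (range 5 to 27). A site in Model alone in both comparisons was found in 7 genes (1.08 for independent lists of 15 and 147 of these genes, shuffled mean 11.4). In 5 genes, a site was held by Control against Model and a site by SYD against Model (0.109 for independent lists of 28 and 8 of these genes, shuffled mean 2.53). In Col4a2 these were different sites, and in the other 4 genes it was the same site. In Adgrl1, Clasrp, Smarcc1 and Tiam1, a site was held by Control against Model and a different site by Model against SYD. With lists of equal length, Control held 25 and Model 17 sites in the first comparison, and Model held 35 and SYD 30 in the second. At a score of at least 50, 0 of the 16 genes were among those in both comparisons, and with lists of equal length 1 was. diffReps works on reads and was not run here.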

Functional enrichment analyses (GO and KEGG) for these 139 genes significantly highlighted biological processes related to autophagosome assembly, autophagy regulation, and the mTOR signaling pathway (Figures 4C,D). 

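No autophagy gene of the fixed list had a separating site held by Control, Model or SYD (0 of 13 tested genes between Control and Model and 0 of 10 between Model and SYD). Outside the list, and picked after their values were seen, Sh3glb1 and Plekhm1, which act in the forming of autophagosomes and in their fusion with lysosomes, had sites in all Model and no SYD libraries (lowest Model scores of 47.7 and 38.4). Both sites were also present in all Control libraries. Of the mTOR signaling genes, Stk11 had a site held by Control (1 of 12 tested genes, Fisher's exact test, two-sided, p = 0.262), and Rragd and Fnip2 had sites held by Model against SYD (2 of 13, same test, p = 0.224). Rragd encodes a Rag GTPase and Fnip2 a partner of folliculin, both of which act in the amino acid sensing of mTORC1. The TFEB family and lysosomal genes had 0 of 5 tested genes with a site in the comparison of Model with SYD. The lowest p was found for matrix and TGF-β genes among the SYD-held sites, with Col4a2, a collagen of basement membranes, and Tgfbr2, a TGF-β receptor (2 of 15 tested genes, Fisher's exact test, p = 0.00161, adjusted p = 0.103). Of 64 tests over lists, comparisons and directions, 0 had an adjusted p under 0.05 and 4 an unadjusted p under 0.05 by Fisher's exact test. Against random gene sets matched on the number of sites, 0 had an adjusted p under 0.05 (lowest 0.218) and 1 an unadjusted p under 0.05. With at least 2 libraries against none, the autophagy receptor Optn, Pik3c3, the lipid kinase of autophagosome formation, and Stk11 were among the genes in both comparisons, and 2 of 13 tested mTOR signaling genes, Rptor and Stk11, had SYD-held sites against Model (Fisher's exact test, p = 0.0369, adjusted p = 0.393). Optn, Pik3c3 and Rptor were named after their values were seen. In the pathways named in the deposited lists, an alternative chosen after seeing the data, the mTOR signaling pathway had 0 of 15 tested genes with a separating site in both comparisons, and with at least 2 libraries against none 1 (Stk11, Fisher's exact p = 0.566). Over 633 pathway tests, 0 had an adjusted p under 0.05 and 17 an unadjusted p under 0.05 by Fisher's exact test. The calls of the fixed lists changed when single libraries were left out: matrix genes passed without Control replicate 1 (Fisher's exact test, adjusted p = 0.0182, Control-held) and without SYD replicate 3 (adjusted p = 0.00976, SYD-held). Without Model replicate 2, 2 tests passed, the lowest for chromatin regulators (Fisher's exact test, adjusted p = 0.00552, Model-held against SYD). The background was the genes with a site in at least 3 of the 6 libraries compared, and genes with more sites have more chances to be counted. With at least 2 libraries against none, this background left Pik3c3 out of the tests. With a library left out, 3 libraries were still required. A site held only by the 2 left in its group fell outside the background. Its gene was tested only through another site, which favors genes with several sites. The calls made without a library thus do not show the effect of that library alone.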

Concurrently, network pharmacology was employed to provide a global profile of SYD’s multi-target landscape. A total of 186 potential bioactive metabolites from SYD were identified (Table 2), yielding 634 component targets, which intersected with 1,309 disease-related targets to produce 206 potential therapeutic targets (Figure 4E). The “drug-metabolite-target” network and topological analysis further positioned central autophagy regulators, such as mTOR and SQSTM1 (p62), as core nodes (Figures 4F,G). Importantly, enrichment analyses of these network targets independently confirmed the prominence of cardiac contractility regulation and the mTOR/autophagy axis (Figure 4H), showing high consistency with the MeRIP-seq findings. Collectively, these dual bioinformatic perspectives converge on the regulation of autophagic homeostasis through the mTOR pathway, providing a robust rationale for the subsequent mechanistic validation of the METTL3/m6A -mTOR/TFEB axis.

**FIGURE 4:**
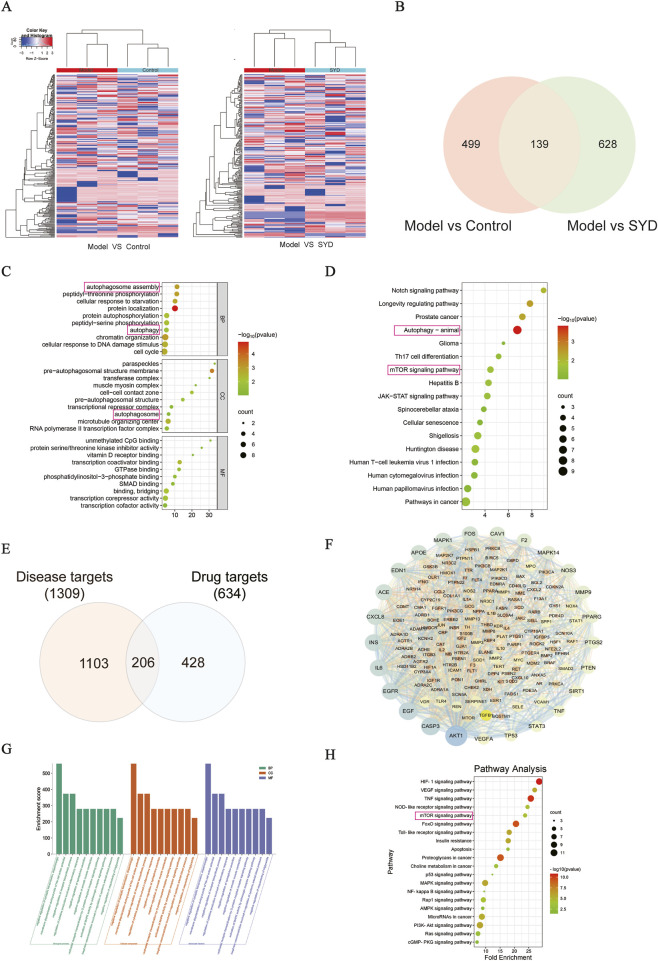
Differential methylation analysis and network pharmacology prediction of SYD in the treatment of post-MI HF. **(A)** Heatmap of differential methylated mRNAs. **(B)** Venn diagram of differential methylated mRNAs between the two groups. **(C,D)** GO enrichment analysis and KEGG of 139 modified genes. **(E)** Venn digram of disease and drug targets. **(F)** Target protein interaction network diagram. **(G,H)** Enrichment analysis diagram of GO and KEGG.

**TABLE 2:** Potential metabolites of SYD.

Botanical drug name	Chemical components	Botanical drug name	Chemical components	Botanical drug name	Chemical components
*Salviae Miltiorrhizae Radix et Rhizoma*	Baicalin	*Codonopsis Radi*	poriferasta-7,22E-dien-3beta-ol	*Corydalis Rhizoma*	bicuculline
	cryptotanshinone		Perlolyrine		Bifendate
	Danshenol A		Diop		Calycosin
	Danshenol B		Stigmasterol		Capaurine
	danshenspiroketallactone		7-Methoxy-2-methyl isoflavone		Cavidine
	dan-shexinkum d		Spinasterol		Clarkeanidine
	Dehydrotanshinone II A		Chrysanthemaxanthin		coptisine
	deoxyneocryptotanshinone		Frutinone A		Corydaline
	digallate		luteolin		Corydalmine
	dihydrotanshinlactone		Taraxerol		Corydine
	Dihydrotanshinone I		stigmast-7-enol		Corynoloxine
	epidanshenspiroketallactone		3-beta-Hydroxymethyllenetanshiquinone		Cryptopin
	formyltanshinone		methyl icosa-11,14-dienoate		dehydrocavidine
	isocryptotanshi-none		5alpha-Stigmastan-3,6-dione		Dehydrocorybulbine
	isoimperatorin		7-(beta-Xylosyl)cephalomannine_qt		dehydrocorydaline
	Isotanshinone II		Daturilin		Dehydrocorydalmine
	manool		glycitein		demethylcorydalmatine
	Methylenetanshinquinone		Spinoside A		Dihydrochelerythrine
	Miltionone I		11-Hydroxyrankinidine		Dihydrosanguinarine
	miltionone II	*Astragali Radix*	norglaucing		FA
	miltipolone		palmatine		formononetin
	Miltirone		pontevedrine		Fumarine
	miltirone II		pseudocoptisine		hederagenin
	neocryptotanshinone		quercetin		Hyndarin
	neocryptotanshinone ii		sanguinarine		isocorybulbine
	poriferast-5-en-3beta-ol		saulatine		Isocorypalmine
	Poriferasterol		sitosterol		isorhamnetin
	prolithospermic acid		Stigmasterol		Izoteolin
	przewalskin a		stylopine		Jaranol
	przewalskin b		Tetrahydrocorysamine		kaempferol
	Przewaquinone B		tetrahydroprotopapaverine		leonticine
	przewaquinone c	*Scrophulariae Radix*	sugiol		Mairin
	Przewaquinone E		scropolioside D		N-methyllaurotetanine
	przewaquinone f		sitosterol		tetrahydropalmatine
	salvianolic acid A		beta-sitosterol	Pheretima	3-Benzyl hypoxanthine
	salvianolic acid G		scropolioside A_qt		4-Aminobutanoic acid
​	Salvilenone		14-deoxy-12(R)-sulfoandrographolide		Abieta-8,11,13-trien-18-ol
	salvilenone I		paeoniflorin_qt		Adenine
	salviolone		harpagoside_qt		Arachidonic acid
	sclareol	Hirudo	11-Hexadecenoic acid methyl ester		Cycloleucine
	tanshinaldehyde		adenine		Dihydrocapsaicin
	Tanshindiol B		Chimyl alcohol		DL-Tryptophan
	tanshinone VI		DL - tryptophan		D-tert-Leucine
	tanshinone II A		DL-Isoleucine		Eicosapentaenoic Acid
	α-amyrin		DL-Leucine		Guanine
Eupolyphaga sinensis	Acetophenone		DL-Lysine		H-Leu-Phe-OH
	DL-Tryptophan		DL-Methionine		L-(-)-Tyrosine
	D-tert-Leucine		DL-Phenylalanine		Lauric acid-13C
	Genkwanin		DL-Tyrosine		L-glutamic acid
	Heptanedione		DL-Valine		Linolelaidic acid
	Hexadecadienoic acid		hexanal		L-Lysine
	L-(-)-Tyrosine		hirudinoidine A		L-Methionine
	Lauric acid		histamine		Myristic acid
	L-glutamic acid		hypoxanthine		Myristoleic acid
	L-Histidine		indole- 3 - carboxaldehyde		Nicotinic acid
	l-isoleucine		L- glutamic acid		Palmitoleic acid
	L-Lysine		methyl 12 - methyltetradecanoate		Pentadecanoic acid
	L-Methionine		methyl 4 -methy tetradecanoate		phenylalanine
	Myristic acid		nicotimic acid		Tridecylic acid
	Myristic acid		palmitic acid		Valine
	Phenol		Succinic Acid		
	phenylalanine		xanthine		
	Valine				
	Vitamin A				

### 3.5 SYD enhances autophagy in Post-MI hearts

Ultrastructural analysis via transmission electron microscopy (TEM) revealed SYD-mediated mitigation of myocardial hypertrophy and organelle swelling, accompanied by increased autolysosomes (Figure 5A). Immunoblotting confirmed SYD dose-dependently upregulated autophagy markers (LC3-II/I ratio, Beclin-1) while reducing p62 accumulation (Figures 5B–E). Concurrently, SYD suppressed mTOR phosphorylation and enhanced TFEB expression (Figures 5F–I), indicating activation of autophagy-lysosomal pathways.

**FIGURE 5:**
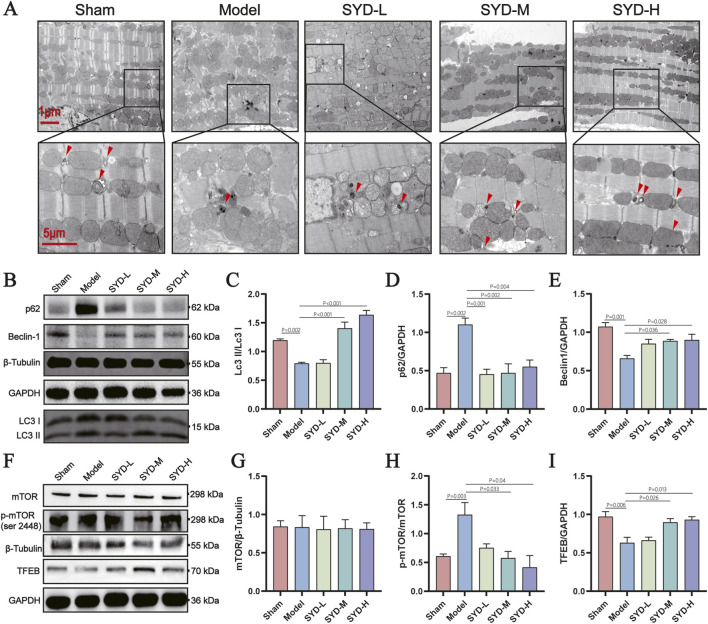
SYD promotes autophagy in mice with HF after MI. **(A)** Representative TEM photographs of the peri-infarct area of the mice heart (The red arrow indicates the lysosome). **(B)** Representative WB images of whole-cell cardiac homogenates for LC3, Beclin-1, p62 and house-keeping genes. **(C)** Quantitative analysis of LC3 normalized to β-Tubulin (n = 3). **(D,E)** Quantitative analysis of p62 and Beclin-1 normalized to GAPDH (n = 3). **(F)** Representative WB images of whole-cell cardiac homogenates for mTOR, p-mTOR, TFEB and house-keeping genes. **(G–I)** Quantitative analysis of mTOR normalized to β-Tubulin, p-mTOR normalized to mTOR and TFEB normalized to GAPDH (n = 3). All column diagram data are shown as mean ± SEM. SYD-L: Low-dose SYD group; SYD-M: Medium-dose SYD group; SYD-H: High-dose SYD group; Sacubitril/valsartan sodium tablet positive control (SVST).

### 3.6 SYD inhibits autophagy in PE-Induced hypertrophic H9c2 cardiomyocytes

Contrasting with *in vivo* findings, PE-induced autophagic hyperactivity in H9c2 cells was counteracted by SYD treatment, as evidenced by TEM (Figure 6A) and immunoblot analysis of autophagy markers (Figures 6B–E). Subsequently, we examined the expression levels of the mTOR/TFEB pathway and found that SYD intervention enhanced mTOR phosphorylation and reduced TFEB protein expression in hypertrophic H9c2 cells (Figures 6F–I). Interestingly, the autophagy levels exhibited opposing trends *in vivo* and *in vitro*, which we believe reflects disrupted autophagic homeostasis and highlights the bidirectional nature of autophagy.

**FIGURE 6:**
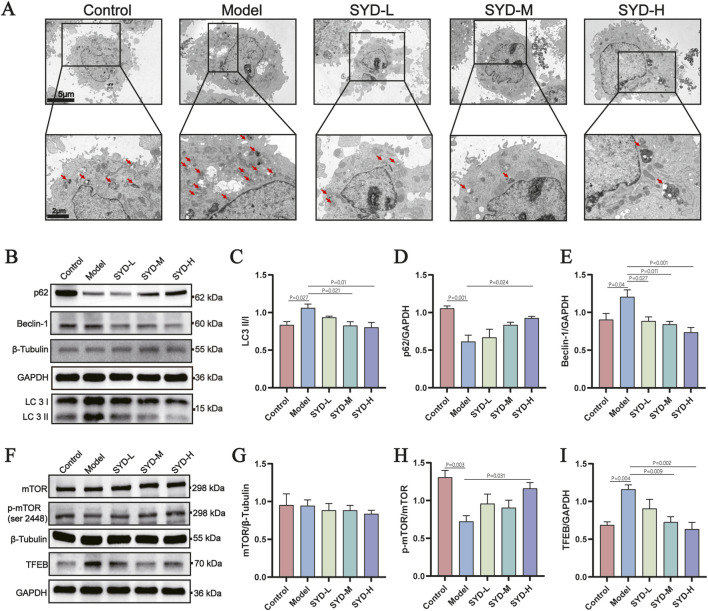
SYD inhibits autophagy in PE-induced hypertrophic H9c2 cardiomyocytes. **(A)** Representative TEM photographs of the peri-infarct area of the H9c2 cell. **(B)** Representative WB images of H9c2 cell for LC3, Beclin-1, p62 and house-keeping genes. **(C)** Quantitative analysis of LC3 normalized to β-Tubulin (n = 5). **(D,E)** Quantitative analysis of p62 and Beclin-1 normalized to GAPDH (n = 5). **(F)** Representative WB images of whole-cell cardiac homogenates for mTOR, p-mTOR, TFEB and house-keeping genes. **(G–I)** Quantitative analysis of mTOR normalized to β-Tubulin, p-mTOR normalized to mTOR and TFEB normalized to GAPDH (n = 5). All column diagram data are shown as mean ± SEM. SYD-L: Low-dose SYD group; SYD-M: Medium-dose SYD group; SYD-H: High-dose SYD group.

### 3.7 SYD regulates the mTOR/TFEB autophagy pathway through METTL3-mediated m6A modification

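Mtor, which encodes the kinase of the mTOR complexes, had a peak in all 3 Control, 1 of 3 Model and all 3 SYD libraries. Its transcript (ENSRNOT00000014167, chromosome 5) held 5 sites, with 6 peaks over the Control, 2 over the Model and 4 over the SYD libraries. The site from 165267354 to 165267529 was present in 1 library of each group, with scores of 40.7 in Control replicate 2, 48.8 in Model replicate 3 and 27.1 in SYD replicate 3. The site from 165353076 to 165353324 was likewise present in 1 library of each group, with scores of 78.6 in Control replicate 3, 31.0 in Model replicate 3 and 30.4 in SYD replicate 1. The site from 165269645 to 165269845 was found in Control replicates 1 and 2 and in SYD replicate 2, that from 165355553 to 165355735 in Control replicate 3 and SYD replicate 1, and that from 165270434 to 165270568 in Control replicate 2. Tfeb, which encodes a transcription factor of lysosomal genes (ENSRNOT00000039102, chromosome 9), had a site from 15214029 to 15214283 in Control replicate 3 and in Model replicates 1 and 2, with scores of 23.4, 37.2 and 31.1. A separate site of Tfeb from 15214365 to 15214596 had a score of 20.3 in SYD replicate 2. Mettl3, the gene of the m6A methyltransferase, had no peak in any library (0 of 9), nor had Sqstm1 and Becn1. The autophagosome gene Map1lc3b had one in every library and Tgfb1, a growth factor of fibrosis, had one in 3 Control, 2 Model and 3 SYD libraries. No peak was found either in Map1lc3a, the hypertrophy markers Nppa, Nppb and Myh7, or Gapdh, Tubb and Actn2. No Mtor or Tfeb site was present in all libraries of one group and in none of another, and a site would need that to reach the smallest p (0.10, two-sided Fisher's exact test) that 3 libraries against 3 allow. At scores of at least 50, Mtor had a peak in 2 Control, 0 Model and 1 SYD libraries, and Tfeb had none in any library. The fold enrichment of a peak belongs to its own list and is not compared between libraries here.

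**Figure D2:**
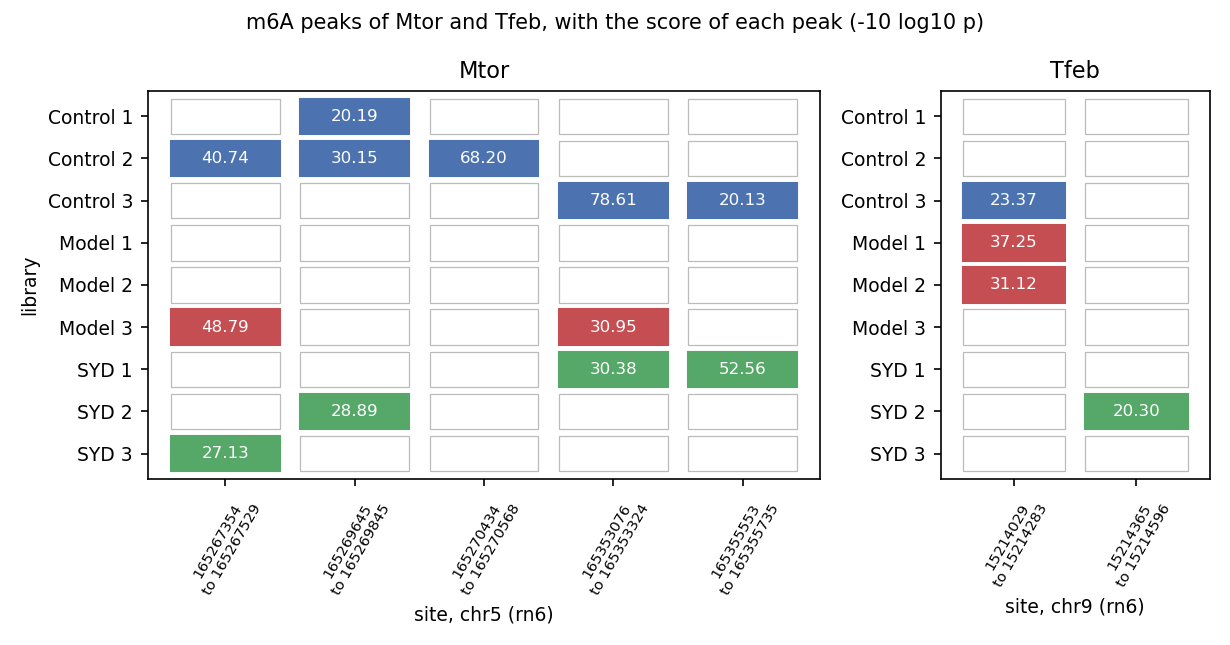
Peaks of Mtor and Tfeb in each library. Each box is one site (x axis, start and end on rn6) in one library (y axis, 3 replicates of Control, Model and SYD), filled where the list holds a peak, with its score inside; no Mtor or Tfeb site is filled in all 3 libraries of a group.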

To verify whether METTL3-mediated m6A modification affects the mTOR/TFEB autophagy pathway, we examined the MeRIP-seq results and found that the m6A methylation profiles of mTOR and TFEB were altered across different groups (Table 3). To further validate this mechanism, we constructed a lentiviral overexpression vector, FV035-rMETTL3-3FLAG-OE, to stably upregulate METTL3 expression in H9c2 cells. The integrity of the recombinant plasmid was confirmed by DNA sequencing and agarose gel electrophoresis, which showed a distinct band at approximately 9.9 kb. Following lentiviral packaging and transduction (titer: 5 × 10^8^ TU/mL), the successful upregulation of METTL3 was confirmed by RT-qPCR analysis (Figures 7A–C). Functional assays revealed that METTL3 overexpression exacerbated PE-induced cardiomyocyte hypertrophy, as evidenced by the significant elevation of hypertrophic markers, including β-MHC, BNP, NT-proBNP, and ANP (Figures 7D–G). Conversely, SYD treatment markedly attenuated these hypertrophic responses in both the vector-control and METTL3-overexpressing cells (Figures 7D–G). Furthermore, RT-qPCR analysis demonstrated that SYD reversed the METTL3-driven transcriptional suppression of mTOR and TFEB (Figures 7H,I). These findings establish METTL3 as a critical mediator of SYD’s effects on the mTOR/TFEB autophagy axis, delineating a novel epigenetic mechanism through which SYD modulates autophagic homeostasis in an m6A-dependent manner.

**TABLE 3:** Modification Sites of mTOR and TFEB.

Gene	Group	Methylation sites		Methylated RNA	Enrichment information	
		Chrom	Score	Peak_length	−10*log10 (pvalue)	fold_enrichment
mTOR	Control	chr5	20.19	201	20.19	5.37
		chr5	40.74	176	40.74	9.38
		chr5	30.15	201	30.15	8.09
		chr5	68.2	135	68.2	12.16
		chr5	78.61	249	78.61	13.71
		chr5	20.13	183	20.13	7.72
	Model	chr5	48.79	176	48.79	13.72
		chr5	30.95	249	30.95	9.15
	SYD	chr5	30.38	249	30.38	28.38
		chr5	52.56	183	52.56	39
		chr5	27.13	176	27.13	31.3
TFEB	Control	chr9	23.37	255	23.37	8.2
	Model	chr9	37.25	255	37.25	10.46
		chr9	31.12	255	31.12	6.71
	SYD	chr9	20.3	232	20.3	16.48

**FIGURE 7:**
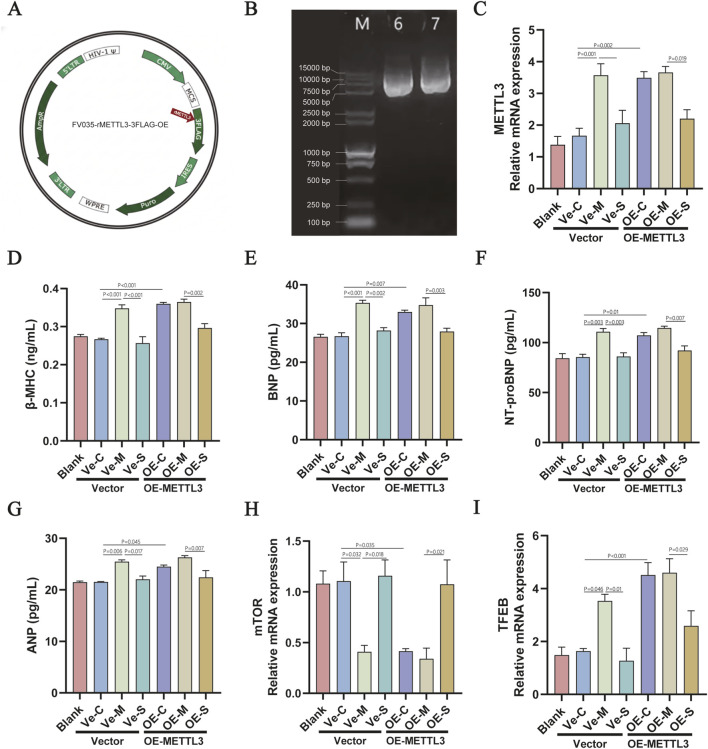
SYD improves H9c2 cell hypertrophy and autophagy pathway protein levels caused by overexpression of METTL3. **(A)** Schematic diagram of the recombinant lentiviral vector FV035-rMETTL3-3FLAG-OE. The rat Mettl3 gene was inserted into the MCS downstream of the CMV promoter and fused with a 3FLAG tag. **(B)** Identification of the recombinant plasmid by agarose gel electrophoresis. Lane M: DNA marker; Lane 6–7: Purified plasmid samples showing a single band at approximately 9.9 kb. **(C–E)** METTL3, mTOR, and TFEB mRNA levels of H9c2 cells in each group (n = 5). Cells were transduced with packaged lentivirus at a titer of 5 × 10^8^ TU/mL. **(F–I)** The content of hypertrophy markers (β-MHC, BNP, NT-proBNP, and ANP) in the supernatant of H9c2 cells in each group (n = 8). All column diagram data are shown as mean ± SEM. Ve-C: Negative vector control group; Ve-M: Negative vector model group; Ve-S: Negative vector SYD group; OE-C: Overexpression METTL3 control group; OE-M: Overexpression METTL3 model group; OE-S: Overexpression METTL3 SYD group.

## 4 Discussion

This study aimed to investigate whether Shen-Yuan-Dan capsule (SYD) attenuates post-MI HF by regulating METTL3-mediated m6A methylation and mTOR/TFEB-dependent autophagy. Using integrated *in vivo* (MI mouse model) and *in vitro* (PE-induced cardiomyocyte hypertrophy) approaches, we demonstrated three key findings: First, SYD exerts cardioprotection by normalizing METTL3-driven m6A hypermethylation, reducing global m6A levels. Second, this epigenetic modulation directly impacts autophagic homeostasis, restoring physiological flux in ischemic myocardium while suppressing pathological overactivation in hypertrophic cardiomyocytes. Third, MeRIP-seq analysis identified mTOR and TFEB as m6A-modified targets, establishing a molecular link between SYD’s epitranscriptomic effects and autophagy regulation. And network pharmacology analysis suggests that SYD’s mechanism for treating HF may be related to autophagy pathways and could potentially target mTOR. These findings provide the first evidence that SYD ameliorates post-MI HF through METTL3/m6A-mTOR/TFEB signaling.

The inhibition of METTL3 by SYD aligns with recent evidence that METTL3 ablation mitigates cardiac remodeling by suppressing m6A-dependent pro-fibrotic gene expression (Gong et al., 2021). Our MeRIP-seq data extend these observations by identifying mTOR and TFEB—core autophagy regulators—as direct m6A targets. This parallels findings in ischemic heart injury, where METTL3 inhibition preserved TFEB activity, suggesting conserved RNA methylation mechanisms across ischemic pathologies (Son et al., 2019).

Our network pharmacology analysis reveals that its key ingredients, such as *Salvia miltiorrhiza*, *Corydalis*, and *Codonopsis pilosula*, may exert therapeutic effects on heart failure (HF) through the autophagy pathway, particularly by targeting mTOR. This finding aligns with existing literature that highlights the role of *Salvia miltiorrhiza* in protecting cardiovascular health and the involvement of autophagy regulators like mTOR in the pathophysiology of HF (Li et al., 2018). Additionally, compounds from *Corydalis* and *Codonopsis pilosula* have been shown to modulate autophagy and reduce myocardial damage, supporting our hypothesis that SYD’s therapeutic effects may be mediated through autophagy-related mechanisms (Kim et al., 2021; Sciarretta et al., 2018). The context-dependent autophagy modulation (activation *in vivo* vs. suppression *in vitro*) reflects SYD’s adaptive therapeutic effects. In post-MI hearts, SYD-enhanced autophagy likely clears damaged organelles, consistent with TFEB’s role in lysosomal biogenesis (Sciarretta et al., 2018). Conversely, in hypertrophy models, SYD inhibits mTOR-mediated excessive autophagy, mirroring the dual roles of autophagy in pressure-overloaded hearts (Cheng et al., 2017; Nakai et al., 2007). This divergence arises from distinct pathological demands: ischemia-triggered autophagy deficiency versus stress-induced autophagic overactivation (Eskelinen, 2019). The bidirectional nature of autophagy indicates that it can protect cells by clearing damaged structures under stress conditions, yet may also lead to autophagic cell death when excessively activated (Li M. et al., 2015). Thus, SYD facilitates the repair of damaged cells by enhancing autophagy *in vivo*, while simultaneously protecting myocardial cells by inhibiting excessive autophagy *in vitro*. This distinction reflects SYD’s adaptable regulatory capability over autophagic levels in diverse pathological conditions. The differential regulation of autophagy in these contexts suggests that SYD may have the potential for bidirectional modulation, promoting autophagy in ischemic heart disease while inhibiting it in non-ischemic hypertrophic pathology. This adaptable regulatory mechanism may offer insights for the future development of personalized treatment strategies, particularly concerning the adjustment of SYD dosage and administration based on patients' pathological types. However, we must acknowledge a potential discrepancy between the experimental preparation of SYD and the *in silico* components used for network pharmacology analysis. While our experiments utilized a traditional water decoction representing a complex mixture of constituents, the network pharmacology relied on database-derived metabolites and predicted targets (Duan et al., 2021). We recognize that the chemical profile of a laboratory-prepared extract may not perfectly mirror standard compound libraries in digital databases. Nevertheless, the high degree of consistency between our MeRIP-seq results and the network-predicted pathways—particularly the focus on the mTOR/autophagy axis—suggests that the major bioactive metabolites within the SYD decoction are likely well-represented in our computational model. Future research will focus on detailed phytochemical profiling, such as LC-MS/MS analysis, to definitively bridge the gap between *in silico* predictions and the actual chemical composition of the decoction.

SVST was selected as the positive control drug, which belongs to the class of Angiotensin Receptor Neprilysin Inhibitor (ARNI) drugs. It can improve the incidence and mortality of HF (Jhund and McMurray, 2016). SYD’s pharmacological effects in reducing cardiac dysfunction and remodeling parallels SVST, as evidenced by improved EF/FS values and suppressed serum biomarkers (BNP, β-MHC, TGF-β1). Crucially, SYD’s targeting of METTL3 addresses a critical gap in current HF therapies, offering a novel complementary strategy.

In this study, PE was employed to induce cardiomyocyte hypertrophy *in vitro* rather than Oxygen-Glucose Deprivation (OGD). While OGD effectively simulates acute ischemic injury, PE-induced hypertrophy better mimics the pathological signaling and maladaptive remodeling characteristic of the chronic ‘heart failure' phase following myocardial infarction (Lu et al., 2012). Since our primary objective was to investigate the therapeutic effects of SYD on post-MI cardiac dysfunction and autophagy homeostasis during the remodeling process, the PE model provided a more stable and relevant platform for assessing hypertrophic biomarkers and epigenetic regulation.

SYD alleviates post-MI HF through METTL3/m6A-dependent regulation of mTOR/TFEB-autophagy signaling, demonstrating adaptive modulation of autophagy across pathological contexts. These findings position RNA epitranscriptomics as a novel therapeutic axis for HF, bridging traditional medicine with cardiology.

This study has limitations. First, while H9c2 cells provide mechanistic insights, human iPSC-derived cardiomyocytes may better predict clinical relevance. Second, the specific SYD components mediating METTL3 inhibition remain uncharacterized; phytochemical studies should isolate active compounds (e.g., astragaloside IV or salvianolic acids). Third, there is a lack of dynamic observation of the autophagic flux and m6A methylation. Furthermore, we acknowledge that while our endpoint observations at 6 weeks *in vivo* and 24 h *in vitro* provide evidence of SYD’s therapeutic outcomes, the lack of real-time autophagic flux monitoring across multiple time points represents a limitation of this study. Additionally, although we confirmed SYD’s regulatory effects via METTL3-overexpression lentiviral vectors, the absence of standard pharmacological activators or inhibitors (e.g., Rapamycin or Chloroquine) as positive controls means that the precise, dynamic transitions of autophagic flux warrant further investigation in future studies. Finally, long-term SYD effects on cardiac electrophysiology warrant evaluation to ensure clinical safety.

## 5 Conclusion

In conclusion, the present study reveals that the traditional Chinese medicine compound SYD exerts a preventive and therapeutic effect against post-MI HF. Mechanistically, SYD inhibits METTL3, which in turn leads to a decrease in the m6A methylation level within cardiomyocytes. This reduction in m6A methylation further impacts the mTOR/TFEB - mediated autophagic homeostasis, thereby contributing to its cardioprotective action.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE320263.

# Supplementary material for: Shen-yuan-dan capsule inhibits METTL3-mediated m6A methylation to restore autophagy homeostasis and attenuate post-myocardial infarction heart failure
**Source:** Front Pharmacol. 2026 Mar 10;17:1661745. doi: 10.3389/fphar.2026.1661745
**Supplement:** Supplementary file 1

**
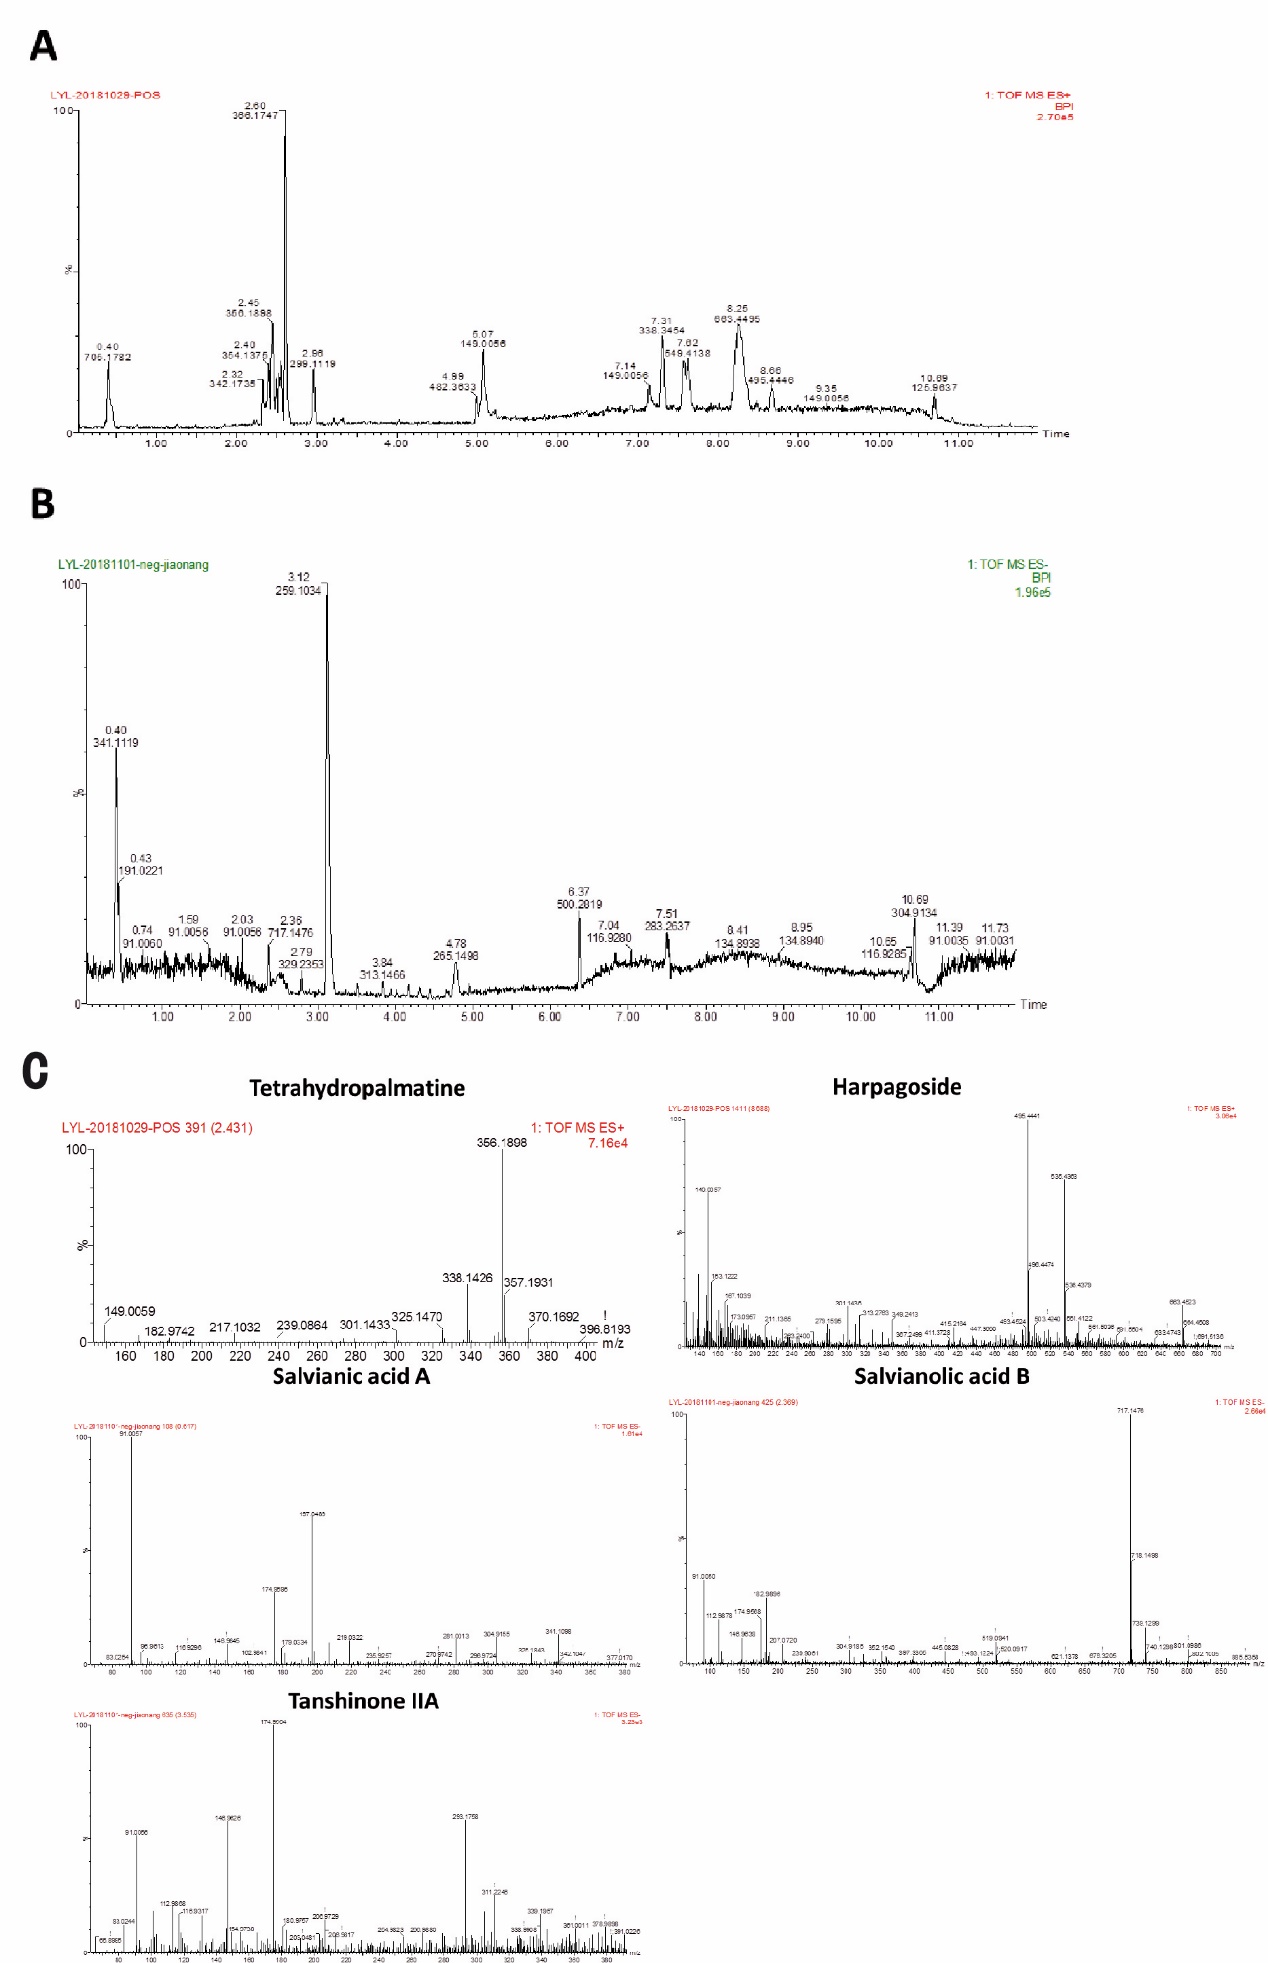
** Supplementary Figure S1. Identification of major components of SYDC. (A-B) The sample of SYDC was examined using UPLC–MS/MS. Data were collected and proceeded by software Masslynx 4.1. The positive (A) and negative (B) ion chromatograms of SYDC were shown as indicated. (C) The mass spectrograms of the main ingredients of metabolites SYDC.

How the deposited data were processed for this re-analysis (not part of the article)

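MeRIP-seq was done by the authors on H9c2 cells of the Control, Model and SYD groups, with 3 replicates per group and an IP and an input library for each, which makes 18 sequenced samples. The authors trimmed reads with cutadapt 1.9.3, aligned them with HISAT2 2.0.4 to rn6, called peaks for each replicate with MACS, kept the peaks located on mRNA and annotated them with their own programs. The deposited files are 9 lists of such peaks, 1 per replicate, with 32961 peaks in all. The score of a peak is the authors' MACS score, which equals the deposited column of 10 times the negative log10 p in every line of the lists. The fold enrichment is the authors' ratio of IP over input, scaled by MACS within the replicate, and the deposited FDR is a percent that was 100 for every peak. Differentially methylated genes were found by the authors with diffReps from reads, and this step was not repeated.

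Scores and folds were used to describe the lists, to rank sites by their lowest score over the libraries that hold them and, in an alternative, to leave out weaker peaks. Median folds of the lists are also set side by side in the closing section, not as levels of m6A. Peaks with an overlap of at least 1 base over the 9 lists were merged into 9022 sites, none of which held peaks of more than 1 gene (0 sites). The presence of a site in each library was the value compared. Peak and gene numbers per library were compared among the 3 groups by an exact permutation of the F statistic over all assignments of the libraries and between pairs by a two-sided exact permutation test of the difference of means. The separation of the groups was tested by PERMANOVA on Jaccard distances with all 280 partitions. A site was counted for a group when at least 2 of 3 libraries held it. A separating site was present in all 3 libraries of one group and in none of the other. The expected number of separating sites was taken from 1000 matrices shuffled with both margins kept (seed 11), a step that treats sites as independent of each other. The procedure was run on simulated data, with 200 separating sites planted in 20 simulated matrices of 9022 sites. All of them were planted among sites held by 8 or 9 of the 9 lists. Of these, 88.2% were recovered, which follows from how often such sites are called. It gives no recovery rate for sites held by fewer lists. With no planted effect, a mean of 99.2 sites separated Control and Model.

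Lists of genes fixed before the data were examined covered autophagy, mTOR signaling, the TFEB family and lysosome, m6A writers, erasers and readers, hypertrophy and adrenergic signaling, muscle structure, extracellular matrix and TGF-β, Notch signaling, immediate early genes and MAPK, cell cycle, chromatin regulators, ribosomal proteins, oxidative phosphorylation, unfolded protein and oxidative stress, apoptosis and NF-kB, and markers of other cell types. The number of their genes with a peak was compared per library by the exact permutation of the F statistic with Benjamini-Hochberg adjustment over the 16 lists. Enrichment among genes with separating sites was tested by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 64 tests, against the genes with a site in at least 3 of the 6 libraries compared. The named genes are, by a rule set before the data were examined, every gene the paper names with a peak or none, the 10 genes per comparison and direction whose separating site has the highest lowest score, and every member of a fixed list with a separating site. The values of Mtor and Tfeb in Table 3 of the paper had been seen when the rule was written. Genes outside this rule are marked at their first mention as chosen after their values were seen. Some genes that the rule takes in are not reported here.

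The alternatives tried were a score of at least 50, lists of equal length (the 2508 peaks with the highest scores), genes in place of peaks or sites, presence in any or in all libraries of a group, an overlap of at least 50% of the shorter peak, at least 2 libraries against none, 10000 random gene sets matched on the number of sites, permutation within the replicate number, and leaving out each library in turn. Merging within each group, pathways of the deposited lists (named for 34.3% of the peaks) and shares of all genes with a peak were added after seeing the data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The depth of the libraries is unknown from the lists, so no counting error is given. The shares of peaks by transcript region and the density of the RRACH motif were planned and not analysed here, because they need the genome sequence and its annotation.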

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

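The test of the fold at a fixed score and the choice of Ythdf1 and LOC257642 were made only after the result was seen, and the other tests of this part were set before their results were seen.

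The fold enrichment of the peaks, a column the paper gives for the Mtor and Tfeb peaks of Table 3 and not for whole lists, had a median of 27.5 ± 5.28 (SD, n = 3) in the SYD lists, above the Control lists (8.88 ± 1.56, SD, n = 3) and the Model lists (10.6 ± 0.820, SD, n = 3), and the SYD lists were also the shortest. Of the sites in all 3 Model lists, 24.0%, 7.05%, 1.76% and 0% were absent from every SYD list in 4 groups of equal size from the lowest scores to the highest, which is consistent with weak calls falling under the threshold of the peak caller. Among peaks with scores of 20 to 30 the lowest median fold of a SYD list was 17.2 and the highest of the 6 other lists 8.76. A peak with fewer reads needs a higher fold to reach the same score. The folds thus lie on the side that fewer reads behind the SYD calls would give. This was no separate test, as the lower quartiles of the whole SYD lists (at least 16.9) already lay above the upper quartiles of the others (at most 15.0). The lists hold no read numbers, so whether and why fewer reads lay behind the SYD calls stays open. The 149 sites in all Model lists and no SYD list lay in the upper tail of the shuffled matrices (mean 124.7 ± 9.82 SD, with 12 of 1000 as large). They were within the range (95 to 159), which was the bar set before. With lists of equal length they were 35 against 30 in the other direction. The list lengths alone may give much of this number, and the shuffling does not settle whether they give all of it. A fall of m6A with SYD, the biological explanation the design gives, stays open beside these, since the lists hold neither reads nor read numbers and no test here separates them.

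The Rassf8 site, which the paper does not discuss, had a lowest score of 200.7 over the Model libraries (scores of 782, 201 and 799) and no peak in the Control libraries, and scores of 47.7 and 140.4 in SYD libraries.

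Ythdf1, the gene of an m6A reader that the paper does not discuss, had a peak in 3 Model libraries (scores of 20.2, 23.4 and 71.6, over 2 sites) and in 0 Control and 0 SYD libraries.

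LOC257642, described in the lists as an rRNA promoter binding protein and not discussed in the paper, had 2 peaks in every library, with a highest fold of 5737, 5082 and 12082 in the SYD libraries, up to 2778 in the Model and up to 2173 in the Control libraries, while the median fold of all peaks was also higher in the SYD lists.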

How the results depend on the processing

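Merging within each group, pathways of the lists and shares of all genes were alternatives chosen only after the result was seen, and all others were set before. Of 229 values recomputed under alternatives, each set against its own main value, 119 were counted as kept (25 of these could not change, as the alternative does not touch them). A p-value was kept when its direction and side of the threshold held, and a count when it stayed within 1.5 times of the main count. A median fold or score was kept when it stayed within its SD. A further 5 p-values newly passed the threshold and 105 values or counts moved, among them the calls of list enrichment in 3 settings. With peaks of a score of at least 50, the exact p of the separation by peak presence was 0.0357, the sites per group were 2135 (Control), 1788 (Model) and 969 (SYD) with 1468 (Control and Model) and 862 (Model and SYD) shared, 44 sites separated Control and Model (38 held by Control, 6 by Model), 2 sites were held by SYD against Model, 3 genes had separating sites in both comparisons (0 of the 16 among them), Mtor had a peak in 0 Model and 1 SYD library and Tfeb in 0 Control, 0 Model and 0 SYD libraries, and the median fold was 11.1, 13.6 and 36.7 and the median score 117.3, 110.2 and 94.7 in Control, Model and SYD lists. The higher median scores follow from leaving out the weaker peaks. With lists of equal length, the exact p of the separation was 0.250, there were 2244 Control and 2247 Model sites with 1712 shared, 42 sites separated Control and Model (25 held by Control), 65 separated Model and SYD (35 held by Model, 30 by SYD), 6 genes had sites in both comparisons (1 of the 16 among them), and Tfeb had a peak in 0 Control, 1 Model and 0 SYD libraries. Presence in any library gave 7245, 6283 and 4397 sites with 4943 and 3565 shared, and presence in all 3 libraries 2197, 1816 and 1273 with 1424 and 1004 shared. Merging within each group gave 7247, 6285 and 4398 sites with 4944 and 3565 shared. With at least 2 libraries against none, 632 sites separated Control and Model (439 held by Control, 193 by Model), 845 separated Model and SYD (746 held by Model, 99 by SYD), and 206 genes had sites in both. With genes in place of sites, 48 (36 held by Control) and 101 (94 held by Model) separated. Apart from the wider definition and the medians, the cause was not tested.

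Leaving out 1 library at a time, the exact p for the number of peaks was 0.0357 to 0.186, under 0.05 without Control replicate 2 (0.0393) and without Model replicate 2 (0.0357), and that for the separation 0.0464 to 0.168, under 0.05 without Model replicate 2. Control sites ranged from 2544 (without Control replicate 1) to 3976. Model sites ranged from 2120 (without Model replicate 3; 2143 without Model replicate 1) to 3440. A group with a library left out needs a site in both that remain, so these counts are not on a par with those of the other group. Separating sites rose, since fewer libraries must hold a site on one side and fewer must lack it on the other. They numbered 195 to 247 between Control and Model (102 to 219 held by Control, 28 to 121 by Model). Between Model and SYD they numbered 257 to 551 (206 to 529 held by Model, 22 to 51 by SYD), with the highest counts for Model against SYD without Model replicate 2. Both sides gain by construction, each in its own way, so the sides are not compared within such a setting. Genes with sites in both comparisons ranged from 21 to 101, again highest without Model replicate 2. Enrichment of the fixed lists gave 0 to 2 calls, 2 without Model replicate 2 and 1 each without Control replicate 1 and SYD replicate 3, and without each of the other libraries the lowest adjusted p by Fisher's exact test was 0.0520 to 0.287. The background still required 3 libraries, which favors genes with several sites, so these calls do not show the effect of a library alone. The genes of a list per library gave 0 calls (lowest adjusted p 0.143 to 0.667 by the exact permutation test), and no list could pass by itself there.

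Whether the replicate numbers pair the libraries stays open. Over 9 pairs, deviations from the group mean correlated at −0.0107 to 0.0874 (mean 0.0235) between libraries with the same number. Over 18 pairs with other numbers they correlated at −0.0692 to 0.0359 (mean −0.0117), so the values were small and the ranges overlapped. Permuting within the replicate number gave an exact p of 0.0278 for the number of peaks, the smallest it allows, and 0.0556 for the separation. Peaks counted as lines of the lists equal peaks counted as unique regions, so that alternative is void. The alternatives for transcript regions and for the RRACH motif were not run, as both need the genome. The unknown depth limits all presence calls.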

Differences from the paper's values

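Merging within each group and the pathways of the lists were chosen only after the result was seen, and the other settings of this part were set before the data were examined.

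For the peaks per group, sites held by at least 2 of 3 libraries numbered 3976 in Control (the paper's value is 7254), 3440 in Model (the paper's values are 6290 and 6288) and 2310 in SYD (the paper's value is 4400). Control and Model shared 2778 sites (the paper's value is 4947), and Model and SYD shared 1957 (the paper's value is 3565). Counting sites present in any library gave 7245, 6283 and 4397 sites with 4943 and 3565 shared. These nearly equal the paper's values, and the 3565 shared by Model and SYD is the same. Merging within each group, chosen after seeing the values, gave 7247, 6285 and 4398 with 4944 and 3565. All of these are within 1.5 times of the paper's values. Presence in all 3 libraries, a score of at least 50, lists of equal length, an overlap of at least 50% of the shorter peak and leaving out any 1 library did not bring these values within that distance. The paper's text does not state how replicates were joined, and its counts are close to those of sites present in any library.

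Genes with a separating site numbered 82 between Control and Model (the paper's value for differentially methylated genes is 638), 156 between Model and SYD (the paper's value is 767) and 16 in both (the paper's value is 139). The measures differ, since the paper used diffReps on reads, for which its text names no threshold of its own beside the general p of 0.05 of its statistics section, and the counts here rest on the presence of peaks. With at least 2 libraries against none the counts were 593, 745 and 206, within 1.5 times of the paper's values. A score of at least 50 gave 44, 111 and 3 genes and lists of equal length 42, 65 and 6, and an overlap of at least 50% of the shorter peak gave 82 and 156, none of which is within that distance.

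The paper states that its overlapping genes were enriched for autophagosome assembly, regulation of autophagy and the mTOR signaling pathway. Among genes with separating sites, no autophagy gene of the fixed list was found (0 of 13 and 0 of 10 tested genes), 0 of 64 tests on the fixed lists passed an adjusted p of 0.05 by Fisher's exact test, with 4 at an unadjusted p under 0.05, and in the pathways named in the lists the mTOR signaling pathway had 0 of 15 tested genes in both comparisons. With at least 2 libraries against none, the autophagy genes Optn and Pik3c3 and the mTOR signaling gene Stk11 were among the genes in both comparisons, with no list past the adjusted threshold (lowest adjusted p 0.153 by Fisher's exact test). That test took in only genes with a site in at least 3 of the 6 libraries compared. It covered 331 of the 656 genes with Model-held sites against SYD and left out Pik3c3. The set of genes tested is not the paper's.

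The SYD group has 4 Mtor peaks in the lists, and the paper's Table 3 has 3. The peak of SYD replicate 2 from 165269645 to 165269845 (score 28.9, fold 22.2) is not in the table, and all 15 peaks of Mtor and Tfeb in the table were found in the lists.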

Other observations

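The choice of Deptor and the use of a list's share of all genes were made only after the result was seen, and the other tests of this part were set before.

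Between Control and SYD, which the paper does not compare in peaks, 277 sites in 262 genes were present in all Control and no SYD libraries and 9 sites in the opposite direction. These counts depend on list length and were not set against shuffled matrices. The mean number of peaks was 1.68 times higher in Control (two-sided exact permutation test, n = 3 per group, p = 0.10, the smallest p the design allows). Genes of the extracellular matrix and TGF-β signaling made up 0.448% of the genes with a peak in Control, 0.539% in Model and 0.719% in SYD libraries (exact permutation of the F statistic, n = 3 per group, p = 0.00357, adjusted p = 0.0571 over 16 lists). This is the smallest p the test allows, so no list could pass the adjusted threshold by itself. The number of these genes with a peak did not pass (same exact permutation test, p = 0.743, adjusted p = 1.00), and the share is taken of all genes with a peak, which averaged 2899 in Control, 2562 in Model and 1896 in SYD libraries. Deptor, an inhibitor of mTOR, had a peak in 1 Control, 3 Model and 1 SYD libraries.

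A hypothesis tested here was that SYD returns the presence of sites that changed with PE. It needs more sites at 3, 0 and 3 or at 0, 3 and 0 of the Control, Model and SYD libraries than shuffled matrices hold. There were 11 such sites, 4 of the first kind (Fads2, Ipo13, Snx4 and Tgfbr2) and 7 of the second (Eif4g3, Gtpbp3, Hcn2, LOC100359583, Myh4, Rexo4 and Zfp169). The shuffled matrices had a mean of 12.8 and a highest value of 27, and 724 of 1000 had at least as many, so the prediction was not met over both kinds of sites together. Taken apart, the first kind lay above its shuffled mean (4 against 2.14, with 168 of 1000 as large) and the second below it (7 against 10.7, with 905 of 1000 as large). The sites that separated Control and Model did not exceed their shuffled means either (69 against 75.4 held by Control, 15 against 20.9 held by Model). With no excess of sites that changed with PE, the test cannot decide on their return. It also says nothing on single sites or on the amount of m6A within a site.

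For the count of separating sites, 3 libraries against 3 make 10 splits, too few for a share under 0.05. Between Control and Model the real split gave 84 sites and the highest other 199, with 6 of the 10 splits at least as large as the real one. Between Model and SYD the real split gave 158 sites and the highest other 133, with 1 of the 10 splits, the real one, as large.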
